# Allele-specific differential regulation of monoallelically expressed autosomal genes in the cardiac lineage

**DOI:** 10.1038/s41467-022-33722-x

**Published:** 2022-10-10

**Authors:** Gayan I. Balasooriya, David L. Spector

**Keywords:** Epigenetics, Heart development, Gene regulation, Gene expression

## Abstract

Each mammalian autosomal gene is represented by two alleles in diploid cells. To our knowledge, no insights have been made in regard to allele-specific regulatory mechanisms of autosomes. Here we use allele-specific single cell transcriptomic analysis to elucidate the establishment of monoallelic gene expression in the cardiac lineage. We find that monoallelically expressed autosomal genes in mESCs and mouse blastocyst cells are differentially regulated based on the genetic background of the parental alleles. However, the genetic background of the allele does not affect the establishment of monoallelic genes in differentiated cardiomyocytes. Additionally, we observe epigenetic differences between deterministic and random autosomal monoallelic genes. Moreover, we also find a greater contribution of the maternal versus paternal allele to the development and homeostasis of cardiac tissue and in cardiac health, highlighting the importance of maternal influence in male cardiac tissue homeostasis. Our findings emphasize the significance of allele-specific insights into gene regulation in development, homeostasis and disease.

## Abstract (web summary)

The authors use allele-specific single cell transcriptomic analysis to elucidate the establishment of monoallelic gene expression in the cardiac lineage. The findings emphasize the importance of allele-specific insight into gene regulation in development, homeostasis and disease.

## Introduction

The diploid eucaryotic genome requires precise spatial-temporal regulation during development and homeostasis^1–3^. Autosomal gene transcription can be carried out in three states; bi-allelic, deterministic monoallelic (DeMA – the allele selection is predetermined. e.g., imprinted genes), and random autosomal monoallelic (RaMA – the allele selection is not predetermined. e.g., each allele has an equal chance to become the active or the inactive allele)^4^. Alteration to the homeostatic expression from the selected DeMA or RaMA gene may result in allele heterogeneity, thus may partly explain the variable penetrance of disease-associated mutations caused by monoallelic genes^5^. Hence, extensive investigation into the establishment and mechanism of monoallelic gene expression can provide insights into development, homeostasis, and disease. RaMA gene expression is widely established in early mammalian development^6–10^. This gene expression paradigm has been explored using bulk cell transcriptomic data generated from in vitro F1 mouse embryonic stem cell (mESC) derived neural progenitor cells^7,8^, however, it has not been extensively investigated in cells or tissues committed to different lineage differentiation paradigms at single cell resolution. Sex-biased autosomal gene expression has been recently reported, but allele-exclusive expression has not yet received much attention^11,12^. The regulatory bias based on the alleles’ origin and alleles’ genetic background in autosomal monoallelic genes has been overlooked, as dogma implies that there is no distinction between maternal and paternal alleles based on the similarity of the nucleic acid chemistry. Thus, here we sought to investigate the allele-specific expression profiles of monoallelic genes in cells of the cardiac lineage.

Here we show the importance of allele-specific monoallelic gene regulation in cardiac cells. In addition, we find epigenetic differences between deterministic and random autosomal monoallelically expressed genes. Further, we also find a greater contribution of the maternal versus paternal allele in cardiac development, homeostasis and disease, highlighting the importance of maternal influence to male cardiac tissue homeostasis. Taken together we emphasize the importance of allele-specific insights into gene regulation.

## Results

### Allele-bias of DeMA gene expression

The establishment of monoallelically expressed genes in cardiac lineage cell types is currently unknown. 

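Bulk RNA-seq of the F1 mESCs and of the CPCCs, the cultures that the paper derived from them in medium for cardiac precursors, was deposited as 1 table per cell type with 3 libraries each. The values are the authors' estimated counts of reads per gene, without normalization and without a split by allele. The paper names the STAR aligner for its allele-specific analysis of bulk RNA-seq. Its text does not say which aligner and counter made these tables, or whether counting used the strand. Genes are listed by symbol with coordinates of the mouse build GRCm38. The columns carry no replicate numbers, so the libraries are named here as in their columns, S01, S02 and S03 for mESCs and S04, S05 and S06 for CPCCs. The mESC libraries held 6442639, 6794200 and 6907330 counts (median 6794200), and the CPCC libraries held 11436062, 8502062 and 8468819 counts (median 8502062). The mESC table lists 13761 genes and the CPCC table 15519 genes, and in each table every gene has at least 10 counts over its 3 libraries. Both tables list 13001 of these genes. Counts were rounded to whole numbers and compared between the cell types by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, over the 12471 genes that both tables list and that passed edgeR's filterByExpr. Values in CPM below are normalized counts on a scale of 1000000 per library, with the same normalization. For a gene missing from 1 table, a fold is given only as a bound, computed against 3 counts per library. Gene positions below are those of the tables.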

We initially implemented an allele-specific bulk-RNA-seq approach on highly morphogenic (C57Bl/6J-maternal × CAST/EiJ-paternal) male F1 mouse embryonic stem cells (mESC) derived from three blastocysts and in vitro derived heterogenous cardiac precursor cell cultures (CPCCs) from those three F1 mESC clones. 

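Of the marker genes that the paper plots for CPCCs, *Fst* (chromosome 13, 114452262 to 114458952) rose from 3.66 ± 1.03 CPM in mESCs (SD, n = 3) to 140.4 ± 14.5 CPM in CPCCs (SD, n = 3). Its log2 fold change was 5.25 (standard error 0.25, adjusted p = 1.61e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mef2c* (chromosome 13, 83504034 to 83667080) and *Sox9* (chromosome 11, 112782210 to 112787758) are missing from the mESC table. *Mef2c* had 14.0 ± 4.78 CPM in CPCCs (SD, n = 3) and was at least 31.3-fold higher there than in mESCs. *Sox9* had 23.7 ± 2.35 CPM (SD, n = 3) and was at least 52.9-fold higher. A list of 20 cardiac progenitor genes was fixed before the data were examined. Of these, 8 were tested, 9 are listed only for CPCCs, 1 only for mESCs and 2 in neither table. The median log2 fold change of the 8 tested genes was 1.58, and 2.55 over 18 genes with the others at their bounds. Past the threshold, 3 of the 8 were higher in CPCCs and 0 lower, both over all genes tested and adjusted over the list alone, with 4 at an unadjusted p under 0.05. Of the 8 tested genes, the change was largest in *Tnnt2*, with a log2 fold change of 5.01 (standard error 0.67, adjusted p = 0.000227 from the same test). The summed counts of the list came to 533, 189 and 209.9 per 1000000 counts in S04, S05 and S06, against 20.0, 26.2 and 31.5 in S01, S02 and S03. Each CPCC library lay above each mESC library. On this linear scale, though, the range within CPCCs was wider than the difference between the means of the cell types. *Actc1*, singled out after its values were seen, made up 46.3%, 43.8% and 42.0% of the sums in S04, S05 and S06. Of the markers that the paper names for its embryonic bodies, *Nkx2-5* had 16, 0 and 8 counts in these libraries. It was at least 1.87-fold higher than in mESCs. *Gata4* did not pass the threshold (adjusted p = 0.137, edgeR). The list median moved most, to 4.13, when genes missing from a table were set to 0 counts there, a setting chosen after the data were seen.

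**Figure D1:**
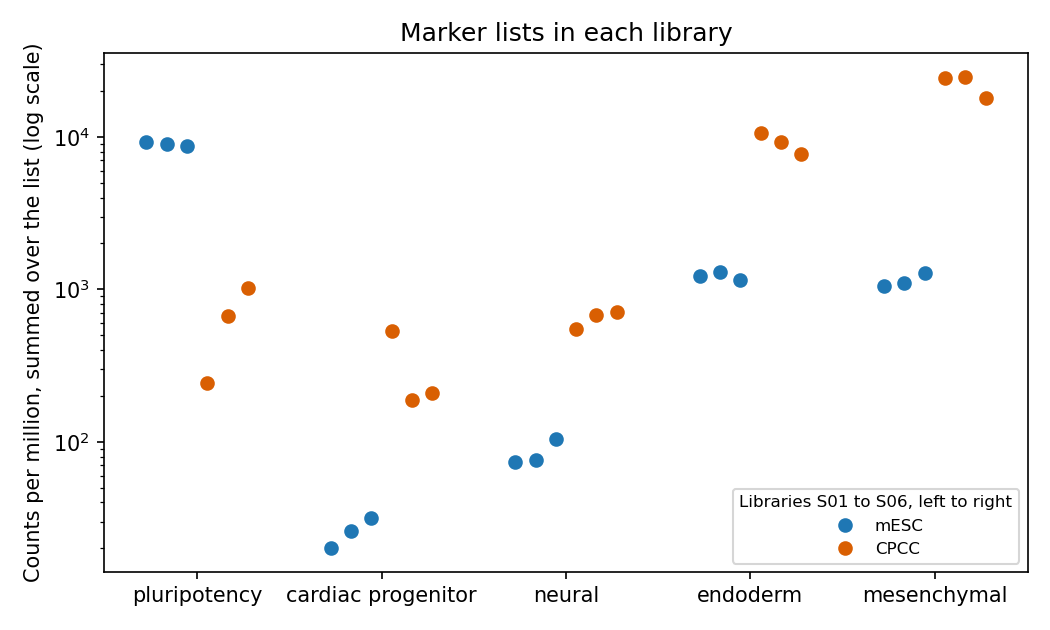
Summed counts per 1000000 (log scale) of 5 marker lists fixed before the data were examined, 1 point per library, mESCs in blue and CPCCs in orange. The pluripotency genes fell from 9206, 8934 and 8705 in mESCs to 244, 672 and 1024 in CPCCs, and each of the other lists was higher in every CPCC library than in every mESC library.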

CPCCs are predominantly enriched with cardiac stem cells (CSCs) and cardiac progenitor cells (CPCs; Fig. 1a and Supplementary Fig. 1a–c), but also contain an additional three cell types, including *Mef2c* positive cardiac precursor cells (Fig. 2c and Supplementary Fig. 2b). 

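Of the 12471 genes tested, 7656 (61.4%) differed between mESCs and CPCCs at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 3955 of them higher and 3701 lower in CPCCs. A change of at least 2-fold was found in 5604 of these, 3174 higher and 2430 lower. The other 4815 genes (38.6%) did not pass the threshold. With each library left out in turn, between 6536 and 7895 genes passed, and 5971 genes passed with the same sign in all 6 of these fits. Apart from the 2-fold threshold, the count moved most, to 9011, when genes listed in either table were tested with missing genes set to 3 counts per library, a setting chosen after the data were seen. In 8698 genes the 3 CPCC libraries lay all above or all below the 3 mESC libraries, where chance gives 10% of genes. Across genes, which are not independent replicates, Spearman's rho lay between 0.628 and 0.735 for an mESC library and a CPCC library. It lay between 0.977 and 0.986 within mESCs and between 0.937 and 0.981 within CPCCs. Among genes listed in both tables, the rise was largest in *Col1a1*, *Acta2* and *Ccnd2*, with log2 fold changes of 12.40, 12.31 and 10.32, and the fall was largest in *Tuba3a*, *2210409E12Rik* and *Calcoco2*, with -8.06, -8.00 and -7.92. *Tuba3a* has near-identical paralogs, so its counts are uncertain. The paper cites single-cell clusters for the mixed composition of the cultures (Fig. 2c and Supplementary Fig. 2b). It reasons from that composition to a mixed profile (Fig. 1b and Supplementary Fig. 1c, d).

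**Figure D2:**
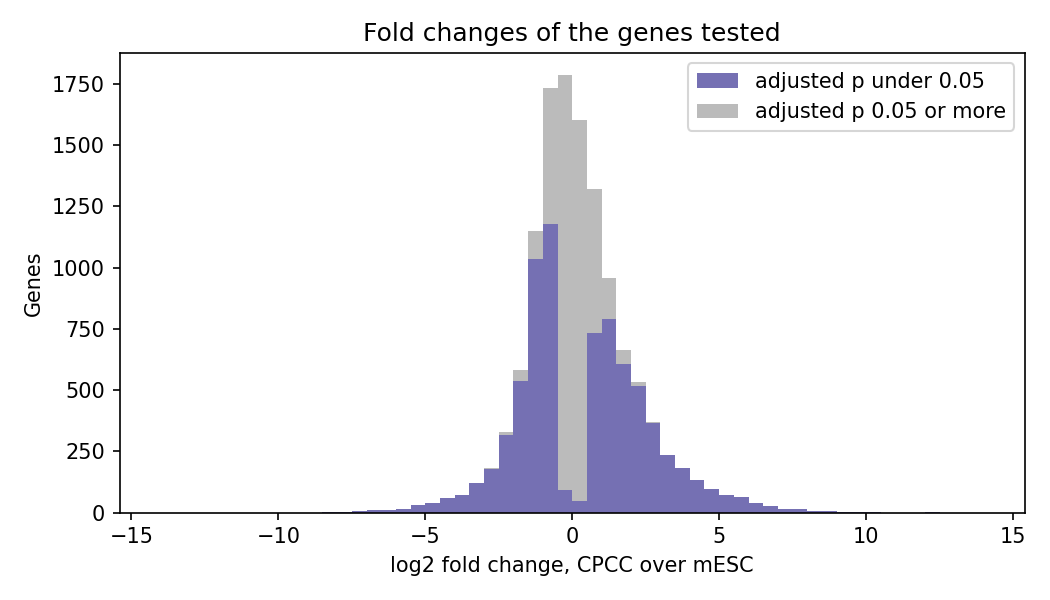
Number of genes by log2 fold change (CPCC over mESC) in bins of equal width, for the 12471 genes tested, with genes past the threshold in purple and the others in grey. The median log2 fold change was 0.03.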

Since the CPCCs contain lineage committed naive and fully differentiated CSCs and CPCs, these cultures exhibit a transcriptional profile similar to mESCs and a transcriptional profile specific to cardiac lineage cells (Fig. 1b and Supplementary Fig. 1c, d). To examine the parental origin of the transcripts, we systematically implemented a rigorous allele-specific gene filtering algorithm^13^ so that the significantly expressed autosomal genes from each parental background could be identified as deterministic maternal (mat-mono), deterministic paternal (pat-mono) and bi-allelically expressed gene cohorts (Fig. 1c, d and Supplementary Fig. 1e). In this rigorous filtering approach, we only considered a gene to be a DeMA gene if it is solely expressed from one parental background in all three clonal biological replicates. The intersect of all mESC and CPCCs mat-mono and pat-mono genes showed no allele switching of expressed genes between the cell types (except for three outliers) (Fig. 1e). Interestingly, during mESC to CPCC differentiation, we observed that the 994 monoallelically expressed genes in mESCs had changed their expression to biallelic status and the 468 biallelic genes in ESCs had changed to monoallelic status (Supplementary Fig. 1f, g). The newly identified 266 genes out of 1496 monoallelic genes in CPCCs function in biological processes relevant to cardiac lineage cells (Supplementary Fig. 1h) indicating the biological relevance in the establishment of DeMA genes in cardiac lineage cells.

**Fig. 1:**
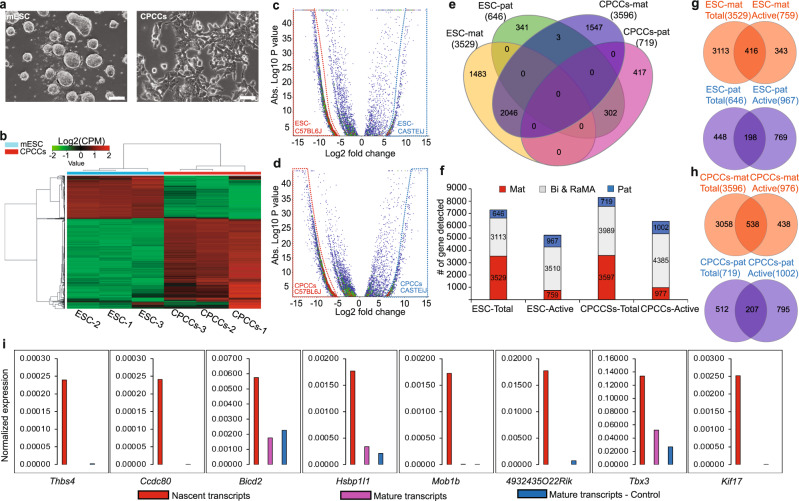
Allelic expression of autosomal monoallelic genes. **a** F1 mESCs grown in 2i medium and in vitro derived CPCCs cultures. The representative images shown here from three independent biological replicates. Scale bar-100 μm. **b**, Hierarchical cluster heat map of F1 mESC and CPCCs. Gene wise dispersion by conditional maximum likelihood (Log_2_(CPM)) was assessed using EdgeR pipeline setting the cut-off *z*-score at four. Bulk-RNA-Seq performed with biological triplicates. **c**, **d** Volcano-plot showing maternally and paternally expressed genes in mESCs and CPCCs. Log_2_ fold changes of the (-)X axis coordinates are deterministic mat-mono genes (red dotted line area) and the (+)X axis coordinates are deterministic pat-mono genes (blue dotted line area). Differential gene expression analysis was performed using EdgeR pipeline. **e** Intersects of mESC and CPCCs monoallelic genes. Allele-specific monoallelic genes: Some are common between mESCs and CPCCs, the remainder are unique to each cell type and do not switch alleles (except three outliers). **f** Mat-mono and pat-mono establishment is imbalanced in both mESCs and CPCCs. The number of actively transcribing versus mature transcripts differ. **g**, **h** Intersects of actively transcribing genes versus genes with mature transcripts. Higher proportion of genes contain either only the mature transcripts or only the nascent transcripts. **i** qRT-PCR analysis for representative actively transcribing monoallelic genes lacking mature transcripts. Nascent and mature transcripts were assessed using a Click-iT™ assay and mature transcript–control was assessed on total RNA used in the Click-iT™ assay. Single technical replicate from each of the three biological replicates (*n* = 3) used in qRT-PCR analysis. Nascent transcripts expressed were normalized to nascent *Actb* transcripts expressed and the mature transcripts expressed were normalized to mature *Actb* transcripts expressed. Source data 1-8. Abbreviations: ‘-mat’: maternally expresses genes, ‘-pat’: Paternally expressed genes, Bi & RaMA: Biallelic and Random autosomal monoallelic genes.

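Distances between the 6 libraries were computed over all genes tested, on log2 CPM with a prior count of 2. Libraries of different cell types were 1.76 to 2.12 apart (root mean square log2 difference, 9 pairs), while libraries of 1 cell type were 0.60 to 0.65 apart in mESCs and 0.53 to 0.88 apart in CPCCs (3 pairs each). Complete-linkage clustering joined S05 with S06, then S01 with S02, then S03 with the mESC pair, then S04 with the CPCC pair, and the cell types last. The biological coefficient of variation was 19.0% in mESCs and 31.2% in CPCCs.

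**Figure D3:**
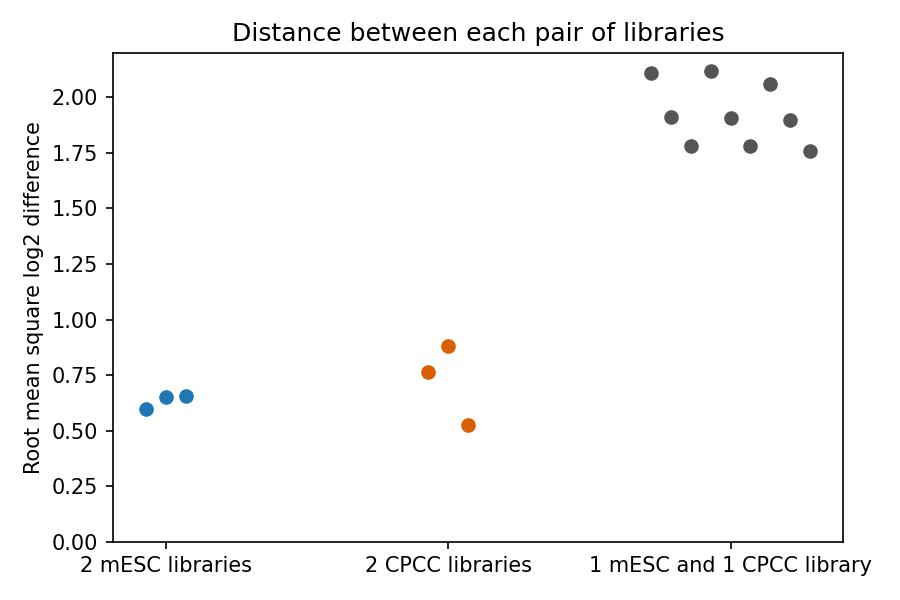
Root mean square log2 difference for each pair of libraries over the genes tested, 1 point per pair. Pairs of 1 cell type stay at or under 0.88, and mixed pairs start at 1.76.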

**Fig. 2:**
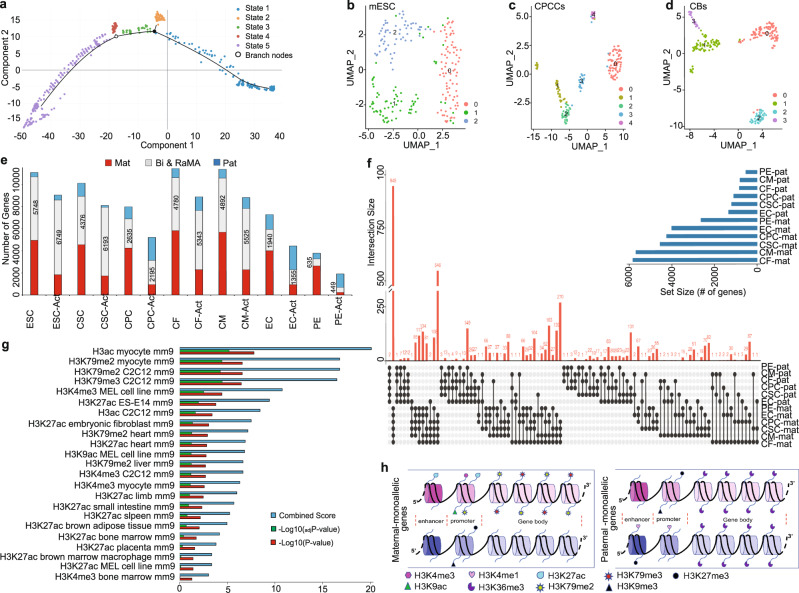
Allele expression in cardiac cell types and allele-specific differential epigenetic regulation of monoallelic genes. **a** Pseudo time trajectory analysis for mESCs, CPCCs and CBs scRNA-Seq data. Trajectory shows the linear-lineage correlation of three experimental points. State 1: mainly mESCs, State 2, 3, and 4: mainly CPCCs, State 5: mainly CBs. Nodes of the trajectory indicate the terminating points between the experimental points. **b**–**d** Uniform Manifold Approximation and Projection (UMAP) based systematic cell cluster analysis for mESC, CPCCs, and CBs scRNA-Seq data points. UMAP plots show three clusters for mESC, five for CPCCs (Cluster 0: CSC, Cluster 2: CPC) and four for CBs (Cluster 0: CF, Cluster 1: CM, Cluster 2: EC, Cluster 3: PE). **e** Number of bi-allelic and DeMA genes expressed in seven cell types. For each cell type, the number of bi-allelic and DeMA genes expressed are shown for two transcript categories: mature transcripts and nascent transcripts. **f** Intersects of all maternal and paternal monoallelic genes in cardiac lineage cell types. Significantly higher number of mat-mono genes are shared between all cardiac cell types than pat-mono genes. Allele switching less commonly occurred between maternal and paternal backgrounds; 100 intersects are shown. Nodes show the intersected gene size and the line shows the cell types that are sharing the intersected genes. **g** Histone signatures of mat-mono genes. Histone marks enrichment represented as Combined score, -Log_10_(_adj_*P*-value), -Log_10_(*P*-value) for each signature. The *p*-value is computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set. Combined score was computed by using the log of the *P*-value from the Fisher exact test and multiplying that by the *z*-score of the deviation from the expected rank. Benjamini–Hochberg method was used to correct the multiple hypothesis testing to compute the adjusted *p*-value. **h** Schematic representation of histone mark association for DeMA gene alleles. Maternal allele: Purple colored. Paternal alleles: Blue colored. Abbreviations: ‘-mat’: maternally expresses genes, ‘-pat’: Paternally expressed genes, Bi & RaMA: Biallelic and Random autosomal monoallelic genes. Source Data 9-36, 46-57.

To investigate whether distinct maternal versus paternal DeMA gene expression is due to the parent-of-origin of the alleles or the alleles’ genetic background, we re-analyzed three publicly available RNA-seq data sets (two mESC bulk RNA-seq: GSM2405897^14^, one bulk RNA-seq from 32-cell blastocysts: GSE152103^15^ and one scRNA-seq data set from 32-cell blastocysts: GSE80810^16^) generated from C57BL/6J × CAST/EiJ reciprocal crosses. Though the number of genes expressed in the same cell types in the reciprocal crosses is the same, we found that the divergence of the imbalance of DeMA gene expression from maternal and paternal alleles is due to the genetic background of the parental alleles. We found that the C57BL/6J allele is preferentially expressed in in vitro mESCs and uncultured cells from blastocysts, which to our knowledge, was not previously reported in any studies using crosses between different genetic backgrounds (Supplementary Fig. 1i–m).

We observed that in mESCs and CPCCs, the number of mat-mono genes expressed was 5.5-fold and 5.0-fold higher than the number of pat-mono genes, respectively (Fig. 1f). To test whether this imbalanced allelic expression can be explained by differential transcription bursting frequencies in each genetic background, we assessed the active transcription status of the maternal and paternal alleles in our RNA-seq data in silico. We observed in both mESCs and CPCCs that the number of actively transcribed mat-mono genes is lower than the total mat-mono gene number (Fig. 1f) and that no nascent transcripts were detected for a subset of mature mat-mono mRNAs (ESCs: 88.2% and CPCCs: 85.7% from the total RNAs; Fig. 1g, h), perhaps due to those genes’ longer time-lag between transcriptional bursts. Conversely, a significant number of pat-mono actively transcribing genes were lacking, or exhibited a significantly reduced number of, mature transcripts (ESCs: 79.5% and CPCCs: 79.3% from the total active RNAs; Fig. 1g, h). To validate this unexpected observation, we performed nascent and mature RNA specific qRT-PCR for several candidate genes (Fig. 1i). qRT-PCR results were in accordance with our in silico observation and thus we suggest this is possibly due to delayed pre-mRNA processing or rapid mRNA decay^17,18^, or a yet unknown nascent mRNA perpetuation mechanism of those mRNA species.

### Allele-biased DeMA gene expression in cardiac lineage commitment

To investigate allele-biased DeMA gene expression further in lineage committed and terminally differentiated somatic cardiac cells, we conducted allele-specific scRNA-seq analysis in mESCs (215-cells) and cells from in vitro derived CPCCs (175-cells) and cardiac bodies (CBs, 232-cells; Supplementary Fig. 1a and Supplementary Movie 1). Pseudo-time trajectory analysis confirmed the linear-lineage correlation of the mESCs, CPCCs and CBs (Fig. 2a). Next, the cellular heterogeneity of each point was defined by a systematic cell-cluster analysis approach (Fig. 2b–d and Supplementary Fig. 2a–c). From those cell-clusters we investigated allele-specific expression in seven known cell types: G1/S-mESCs, CSCs, CPCs, CF-cardiac fibroblasts, CM-cardiomyocytes, EC-endocardium cells, and PE-pericardial cells. Cardiac lineage cell-clusters did not further sub-cluster in cell cycle analysis. In agreement with the observation from bulk-RNA-seq data (Fig. 1f, g), allele-specific scRNA-seq analysis confirmed that the distinctive DeMA gene expression pattern from parental genomes remains preserved between mESCs and six cardiac lineage cell types (Fig. 2e and Supplementary Fig. 2d). In addition, active mat-mono and pat-mono genes exhibit imbalanced allelic expression frequencies, either higher in pat-mono genes (e.g., CSC, CPC, EC, and PE) or higher in mat-mono genes (e.g., ESCs, CF, and CM; Supplementary Fig. 2e). Further, a higher proportion of mat-mono genes are shared between cardiac cell types than pat-mono genes and they rarely exhibit allele-switching (Fig. 2f).

To further validate our data sets, we investigated whether known monoallelic genes expressed in the heart were included in our CM specific DeMA gene set. We observed the allele-specific expression of several known imprinted genes including *H19*, *Snrpn*, *Cobl*, and *Dlk1* agreeing with our data set, but some imprinted genes, such as *Peg10*^19^, was observed to be biallelically expressed in CMs. It has been shown that some of the imprinted monoallelic genes show clustered gene expression. Although it was previously demonstrated that *Ubea3a* exhibited clustered gene expression with *Snrpn*, we did not see *Ubea3a* expressed in our single-cell CMs specific gene set. Instead, we detected that *Snurf*, which is within the *Snrpn* cluster, is also maternally expressed. As previously reported, we also observed the maternally expressed *Begain*, which is positioned at the Chr12 centromeric boundary, physically distanced ~383 kb to the *Dlk1* imprinted gene at the *Dlk1*-*Meg3* imprinted cluster^20–22^. However, we saw no *Meg3* expression in CMs perhaps due to the cell type specific gene expression of *Meg3* in the heart. Some of the differences we detect between our DeMA genes and others may be due to the different technical approaches we used (e.g., single cell vs bulk tissue).

### DeMA genes contain distinctive epigenetic marks

Allele-specific gene expression may be explained by the distinctive epigenetic status of the alleles^23,24^. However, the histone signatures of cardiac monoallelic genes have been largely unexplored. Previous studies suggest that H3K27me3 and H3K36me3 are the primary histone signatures of monoallelic genes^25–27^, but the signatures of the active versus silent allele were not examined individually. To address the allele-specific histone signatures of DeMA genes, we compiled all the mat-mono and pat-mono gene candidates identified in the seven cell types with ENCODE histone modification data to probe their common histone signatures (Supplementary Data 1). This analysis revealed that the maternal and paternal monoallelic alleles are enriched for different and unique histone signatures (Fig. 2g and Supplementary Fig. 2f). H3ac, H3K79me2/3, H3K4me3, H3K27ac, and H3K9ac are the signatures significantly enriched on mat-mono genes. H3K27ac marks the active gene enhancers^28,29^. Bivalent enrichment of H3K4me3 and H3K9ac and; H3K27ac and H3K79me2 signatures occupy highly active gene promoters. In contrast, the same promoters contain H3K27me3 and H3K9me3 histone marks (lowly abundant in our data, Supplementary Data 1) when those same genes become transcriptionally silent in cardiomyocytes^30^, suggesting the possibility of H3K27me3 and H3K9me3 silent histone signatures marking the silent paternal alleles of maternally expressed genes. In our pat-mono genes, the most significant signature is H3K27me3, a silent gene histone signature at the promoter or downstream of the transcription start sites (TSSs). H3K4me1 (enhancer mark) is also present (less significance: combined score = 0.33) in our pat-mono genes, suggesting a model where H3K4me1 and H3K27me3 perhaps bivalently occupy the poised enhancers^31^ and H3K4me1, the unimodal histone mark, occupies the poised promoter of the active paternal allele. Heterochromatin associated H3K9me3 and H3K36me3 histone marks are lowly abundant in our pat-mono genes (Supplementary Data 1). We speculate that the repressed maternal alleles of pat-mono genes are either marked by H3K27me3 and H3K9me3 at the promoter regions simultaneously with H3K36me3 in the genes’ body, or the enhancer/promoters maintain their silent state, perhaps by another mechanism such as miRNA, siRNA, or DNA secondary structures^32,33^. We also observed that the average transcription levels were higher in mat-mono genes than in the pat-mono genes in mESCs, CFs, and CMs (Supplementary Fig. 2e), but in the CSCs, CPCs, ECs, and PEs, the average transcription levels were higher in pat-mono genes than mat-mono genes. This may be the result of the enhancer/promoter association of different chromatin signatures in different cell types, which means for our data that in mESCs, CFs, and CMs, the enhancer associated H3K27ac mark may promote a higher rate of mat-mono gene transcription, while in pat-mono genes H3K4me1 poised promoters may drive steady-state transcription, resulting in a lower transcription levels^34,35^. In contrast, in CSCs, CPCs, ECs, and PEs, unimodal H3K4me1 signatures on promoters (proximal to TSS) may result in higher pat-mono gene transcription, a muscle cell development gene specific epigenetic mechanism^36^. For the most part, allele specificity of monoallelic genes does not change between cardiac cell types although a few outliers exhibit a switch of the parental origin but remained monoallelic (Fig. 2f). This tightly regulated mechanism, in part in mat-mono genes, may be driven by H3K79me2/3, which may permanently ‘bookmark’ active alleles through mitosis^37^ as the H3K79me2/3 mark occupies active gene bodies through mitosis but is not involved in gene activation^30,38–40^. Taken together, incorporating our data with the published data, we propose an allele-specific histone signature model for DeMA genes as illustrated in Fig. 2h.

To experimentally validate the histone signatures in our proposed model, as a proof of principle, we next assessed the six allele-specific histone signatures in mESCs (Supplementary Fig. 3a) using a CUT&Tag^41^ assay. As expected, we detected strong H3K4me3 and H3K27ac signals around the TSS of the genes (Supplementary Fig. 3b). However, when we assessed the allele-specific enrichment (Supplementary Fig. 3c, d), we noticed that two peaks were present upstream and downstream of the TSSs, probably indicating proximal enhancers/promoters at the 5′ of the TSSs and at the promoters 3′ of the TSSs. H3K4me1, the only enhancer mark on the paternal alleles in mESCs was noticeably enriched upstream of the TSSs as well as in the gene bodies, probably at intergenic enhancers. H3K79me2 and H3K79me3 known to mark gene bodies, was also observed at the TSSs, suggesting that those signatures may be involved in assisting the enhancer-promoter interactions of actively transcribing genes^42,43^. Moreover, we found that H3K36me3, a signature of actively transcribing gene bodies, was enriched at the promoter regions (Supplementary Fig. 3a), but was not strongly present at DeMA gene promoters, matching to the histone signatures we modeled for mESC (Supplementary Fig. 3a) DeMA genes (Supplementary Fig. 3c, d).

Next, to validate the histone signature model we proposed for DeMA genes, we assessed our mESCs’ maternal and paternal gene cohorts from bulk-RNA-seq data in allele-specific histone signatures from the CUT&Tag assay. We found 78.4% of our maternal DeMA genes fell within the maternal-specific histone signatures (Supplementary Fig. 3e, g). However, the less probabilistically significant (*P* = 0.03) in silico predicted paternal allele-specific histone signatures (Supplementary Fig. 2f – lower panel) only matched with 21% of the genes we identified in our CUT&Tag assay (Supplementary Fig. 3c, h). We reason that this is a probabilistic issue of the analysis of paternal DeMA genes caused by the predicted low-number (*n* = 2) of parental specific histone marks from in silico analysis. Therefore, our histone signature model, at least in part, is supported by the histone signatures associated with the maternal DeMA genes.

### Context dependent RaMA gene expression

RaMA genes stochastically select the expressed and repressed alleles. To assess whether RaMA genes share the same regulatory mechanism as DeMA genes, we first identified RaMA genes in seven cell types using a rigorous gene filtering method (Supplementary Fig. 4a). In line with previous reports, we observed that RaMA genes are not clustered, rather they are randomly positioned in the genome^7–9,44^ (Fig. 3a). An increased number of RaMA genes has been reported in in vitro cell differentiation paradigms^7,8^. To determine whether an increase in RaMA expression occurs in the cardiac lineage, we first evaluated bulk RNA-seq data from mESCs and CPCCs (Supplementary Fig. 4b). Although the number of RaMA genes in the two cohorts is comparable, the gene sets are distinctive. The mESCs and CPCCs are heterogenous (Fig. 2b, c), thus making it difficult to accurately assess RaMA gene expression. Therefore, to investigate RaMA establishment in homogenous cell populations, we next evaluated scRNA-seq data of mESCs, CSCs and CPCs. Contrary to bulk-RNA-seq data, we observed modest increased establishment (1.44%, 2.8%, 2.65%, respectively) of RaMA gene expression within the total expressed genes in mESCs, CSCs, and CPCs (Fig. 3b). Further, except for CMs, other cardiac cells also exhibit an increase in the number of RaMA genes. This is perhaps because the mouse CMs are multinucleated and therefore, when analyzing the CMs at the single-cell level, but not on the single nucleus level, the true representation of RaMA genes in CMs has not been captured. Next, we assessed whether RaMA gene establishment in CSCs and CPCs is required for establishing DeMA genes in more differentiated cells of the cardiac lineage. However, we found that these two instances are independent processes (Supplementary Fig. 4c) and that RaMA genes are mostly cell type specific, thus RaMA gene establishment may not directly correlate with lineage commitment (Supplementary Fig. 4d).

**Fig. 3:**
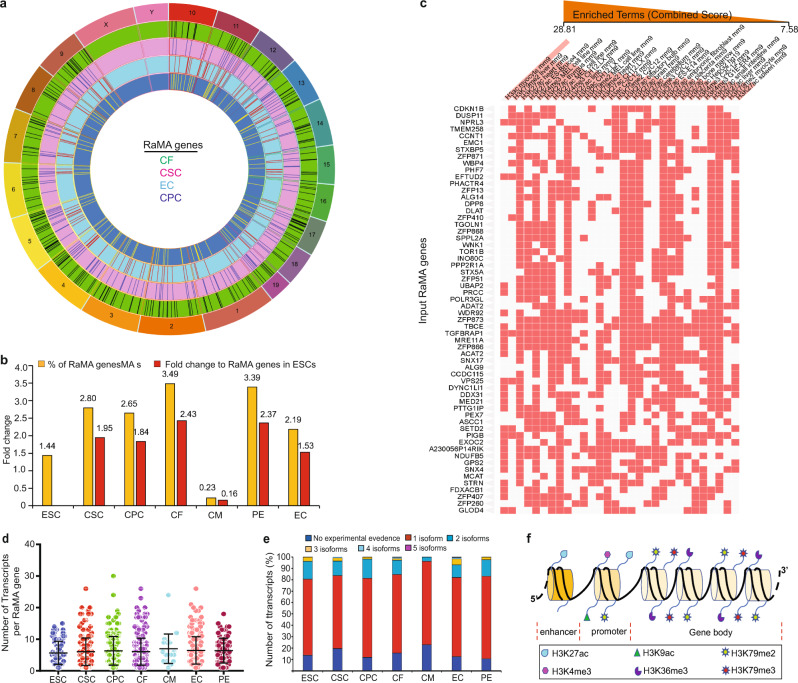
RaMA genes exhibit lineage specificity and expression is regulated by distinct histone modifications to monoallelic genes. **a** Spatial arrangement of CSC, CPC, CF, and EC RaMA genes in the autosomes. Columns in each circle represent the gene positions. **b** Percentages and the fold changes of RaMA genes upon ESC differentiation (scRNA-seq). Percentages are calculated to non-monoallelic genes and the fold changes are with reference to RaMA gene number in mESCs. **c** Histone signatures of RaMA genes from seven cell types. Thirty terms and 60 RaMA genes with the highest significance (combined score) are shown. Enriched terms are columns (column order is the sum) and the input genes are the rows. **d** Number of transcripts in RaMA genes in seven cell types. One-sample *t*-test was performed and the error bars presents the standard deviations of the mean values. Each data point represent a RaMA gene, *n* = 159(ESC), 283(CSC), 211(CPC), 399(CF), 26(CM), 247(EC), and 83(PE). **e** The number of known protein coding transcripts per gene in protein coding RaMA genes in seven cell types. Only experimentally validated proteins matched to merged Ensembl/Havana transcripts were considered as protein coding transcripts. **f** Schematic representation of the extrapolation of the histone mark association for expressed RaMA gene alleles. RaMA random autosomal monoallelic genes. Source data 37–45.

### RaMA gene regulation is distinctive

Expression from a single allele is common to both RaMA and DeMA genes. Therefore, we speculated that the active and inactive alleles of these two gene cohorts may share similar histone signatures. Active RaMA gene alleles are primarily marked by H3ac, H3K27ac, H3K4me3, H3K79me2/3 and H3K9ac histone signatures (Fig. 3c and Supplementary Data 2). H3K27ac is known to mark active gene enhancers^28,29^. H3K4me3 and H3K9ac and; HeK27ac and H3K79me2 bivalently occupy highly active gene promoters^30^. It has been hypothesized that once established, active alleles and silent alleles are ‘bookmarked’ in a clonal cell population^4^. H3K79me2/3 is known to establish at active gene-bodies in an in vitro and in vivo CM differentiation paradigm^45^. The levels of H3K79me2 are known to fluctuate but are not erased during mitosis^46,47^, thus H3K79me2/3 may serve as a ‘bookmark’ of the active allele of a RaMA gene. However, in our analysis, we found H3K36me3 as the only histone signature associated with heterochromatic RaMA genes. H3K36me3 is known to recruit HDAC to prevent redundant run-off RNA Pol II transcription^48,49^ thus, a loose-interplay between H3K36me3 and H3K79me2 in the allele body may explain a role in orchestrating alleles to gain their active or silent signatures in a clonal cell population. Further, H3K36me3 and H3K79me2 marks have been shown to be present in nucleosomes and H3K36me3 is enriched within exons, which has been suggested to inhibit pre-mRNA splicing^50–52^. We found that most of the RaMA genes express five to six alternatively spliced transcripts on average (Fig. 3d), however, 64% to 74% of these genes result in a single identified protein coding transcript (Fig. 3e), suggesting a possible histone model in which H3K36me3 may safeguard the unnecessary splicing events in the single protein coding transcripts of the RaMA genes (Fig. 3f). Interestingly, ENCODE histone modification data for our RaMA gene set from the six cell types we studied reveals greater similarity to maternal DeMA genes, but is distinctive from pat-mono histone signatures (Supplementary Data 1 and 2). However, at this point, we are unable to provide an explanation for this observation, as ours or others’ published data do not lead to any avenue to explore the above observation.

To investigate whether the histone signature model we proposed for RaMA genes by in-silico analysis could be validated by experimental evidence, we evaluated our CUT&Tag data for a RaMA gene histone signature. Because the number of RaMA genes we observed in our bulk-RNA-seq data from mESCs was low (13 genes), we used the RaMA genes from scRNA-seq data in mESCs. We found 85.6% of the RaMA genes agreed with the enriched promoter and gene body histone signatures in our CUT&Tag data (Supplementary Fig. 4e–g), indicating the validity of the histone signature model we proposed for RaMA genes.

### DeMA genes’ critical impact on the heart

Some DeMA genes are common to CSCs and CPCs, but some are unique to each cell type (Fig. 4a). Because of the lineage relationship of these cells, we sought to assess the significance of common and unique monoallelic genes in heart development. Surprisingly, we found that unique pat-mono alleles in CPCs are exclusively regulated by 10 TFs (Supplementary Data 3); among this group five are Zinc finger proteins (Zfps) - (Fig. 4b and Supplementary Fig. 5a). Further, those 10 TFs are known to be involved in the processes of muscle and heart cell homeostasis (Fig. 4c and Supplementary Data 4). A significant number of uniquely expressed mat-mono and pat-mono gene cohorts in CSCs and CPCs are enriched for processes related to heart development (Supplementary Data 4); noticeably, mat-mono genes contribute to embryonic heart development and young and adult heart cell physiology (e.g., MGS206: *P* = 2.04E-10, MGS210: *P* = 5.92E-10 - Fig. 4d and Supplementary Fig. 5b), while pat-mono genes are involved in young and neonates’ heart musculature (e.g., MGS844: *P* = 0.01, MGS766: *P* = 0.037 - Fig. 4e). The genes common in CSCs and CPCs in pat-mono and mat-mono cohorts exhibit diverse and broad functional profiles (Supplementary Fig. 5c, d); mat-mono genes are significantly involved in cardiomyocyte physiology (e.g., MGS320: *P* = 3.78E-18, MGS328: *P* = 3.74E-17), whereas pat-mono genes (e.g., *Kcnd3* - cardiac repolarization) participate in heart and skeletal muscle physiology (e.g., MGS1392: *P* = 0.014, MGS414: *P* = 0.015; Supplementary Fig. 5e, f and Supplementary Data 4). The number of mat-mono genes that were common in four cell types from CBs was notably higher than the number of pat-mono genes (Fig. 4f, g) and some (e.g., *Coa5*, *Ndufs1*, *Ndufa10*) were critical for known cardiac related human disease phenotypes (e.g., Hypertrophic cardiomyopathy-HP:0001639 – Padj= 9.942 × 10^−4^; Fig. 4h), whereas pat-mono genes were not (Supplementary Data 4). CMs are the most specialized cell type in the heart and perform rhythmic beating, the primary function of the heart. We assessed the importance of the unique DeMA genes in CMs in disease causation. Unique mat-mono and pat-mono genes exhibited a wide functional profile (Supplementary Fig. 5g, h and Supplementary Data 3). However, the significantly higher TF functional profile for unique mat-mono genes compared to pat-mono genes suggests that the mat-mono genes hold greater risk factors for heart disease in males (Fig. 4i and Supplementary Fig. 6a–c, and Supplementary Data 3). Conversely, unique pat-mono genes in CMs do not provide insight into known human disease related phenotype or physiological relevance.

**Fig. 4:**
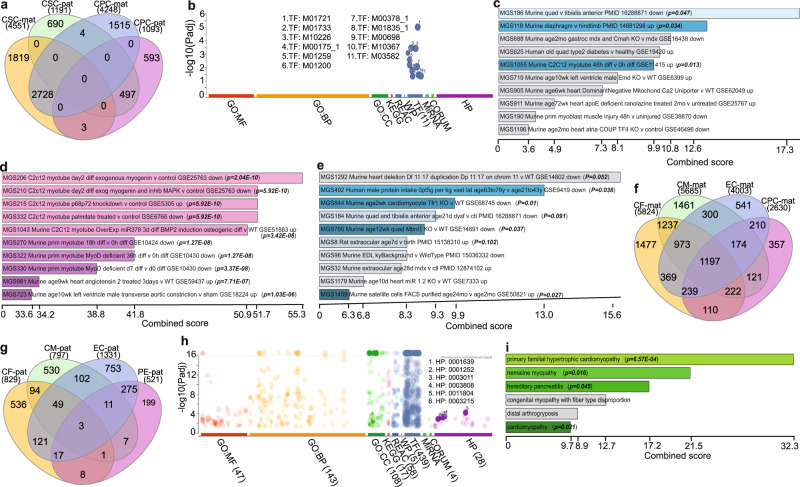
Critical cardiac genes are DeMA. **a** Intersects of mat-mono and pat-mono genes in CPC and CSC cells. **b** Functional profiles of CPC pat-mono genes. 588 out of 592 CPC pat-mono genes are only enriched in TF functional profile enrichment category. Data precented as *p*-value (computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set) for each term. **c**–**e** Unique CSC and CPC maternal and paternal monoallelic genes enrichment in known cardiac muscle development gene sets. Each unique monoallelic gene set was compiled with SysMyo muscle gene data and data is presented as combined scores computed by using the log of the *P*-value from the Fisher exact test and multiplying that by the *z*-score of the deviation from the expected rank. The length of the bars represents the combined score for each enrichment term. **f**, **g** Intersects of mat-mono (**f**) and pat-mono (**g**) genes in cells from CBs. Greater number of mat-mono genes are shared between all the cell types. **h** Functional profiles of mat-mono genes common in four cell types in CBs. Highest enrichment scored for TFs. Only the cardiac specific human phenotype IDs are shown. (*P*-value was computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set) **i** Disease causality with CMs’ unique mat-mono genes in the heart. Disease corelations were curated from Clin Var 2019 data. Data precented as combined scores computed by using the log of the *P*-value from the Fisher exact test and multiplying that by the *z*-score of the deviation from the expected rank. GO Gene Ontology, MF molecular function, CC cellular component, BP biological process, KEGG Kyoto Encyclopedia of Genes and Genomes, REAC reactome, WP WikiPathway, TF transcription factor, MIRNA miRTarBase, CORUM comprihensive resource of mammalian protein complexes protein databases, HP human phenotype.

To gain insight into DeMA and RaMA genes’ functional relevance in CMs, we then assessed the functional profiles of these two gene classes. Gene ontology profiles showed that the DeMA genes were enriched in processes contributing to CM cell composition (85 - GO: terms), whereas RaMA genes exhibit no association with CM structure (Supplementary Fig. 6d, e). Further, only the DeMA genes exhibit enrichment in molecular function (62 - GO:MF terms), biological processes (259 - GO: BP terms) and transcription factor (639 - GO: TF terms) GO terms in regard to CMs. Moreover, from the total DeMA genes in CMs, 718 genes homologous to human were known to cause abnormalities in human heart musculature (GO: HP:0003011) (Supplementary Data 5). Interestingly, we also found that, out of 718 genes, 69.1% of genes were included in autosomal recessive inheritance genes in human (HP:0000007), confirming the significance of DeMA genes in heart musculature. However, there was no strong evidence of the involvement of RaMA genes in the establishment of cardiac musculature. RaMA genes were generally related to basic cellular housekeeping processes, for example *Smug1*: base excision repair, and *Lig3*: DNA ligase (Supplementary Fig. 6f, g and Supplementary Data 6). We further investigated whether there was any known clinical information associated with DeMA genes. By compiling our DeMA gene set (6284 genes) in ‘Jensen DISEASE’, an algorithm for clinical literature data mining, we found that 28 genes are included out of 62 clinically known congenital heart disease related genes (Supplementary Fig. 6h, i and Supplementary Data 7 and 8).

## Discussion

Monoallelic gene expression by imprinting is a well studied phenomenon and significantly contributed to our understanding of gene expression in development and disease^45,53,54^. However, it has also been shown that, for some genes, monoallelic gene expression could be explained by non-imprinting mechanisms^55^, for example establishment of recessive and dominant alleles^56^ of which the molecular mechanism is poorly understood. Also, the imprinted status of some genes may not be stable across multiple tissues, which could arise from the tissue context^57,58^ - https://www.geneimprint.com/site/genes-by-species. In this study, using our data from mESCs and publicly available data from mESCs and mouse blastocysts, we identified a role for genetic background to influence monoallelic gene expression, which may influence the establishment of dominant and recessive alleles because of the higher polymorphisms between the two genomes. mESCs and cells in blastocysts are naïve cells and contain unique genetic and epigenetic marks, for example, gene imprinting is less abundant in those two cell types compared to lineage committed cells. Consistent with this, Rivera-Muilia et al. demonstrated that the higher number of events of asynchronous DNA replication between alleles is highly correlated with the unorganized nuclear architecture of naïve mESCs, but was lost in differentiated cells with structured nuclear architecture^59^. Therefore, the genetic background of the parental allele’s influence on deterministic genes’ allele selection (active versus inactive) is perhaps due to mESCs unique genetic and epigenetic status and may not follow the “rules of stable monoallelic gene establishment” as in lineage committed cells. To support this idea, we showed that the parental allele identity of the known imprinted genes (*Snrpn*, *Cobl* and *Dlk1*,) match with our CMs DeMA data. This observation suggests that, imprinted genes may not be strongly influenced by the genetic background of the parental alleles, but the non-imprinted monoallelic genes that are established by other mechanisms, for an example dominant and recessive gene establishment, may change the origin-of-the active allele depending on the genetic background. Therefore, we intentionally avoided categorizing the DeMA genes identified in this study as imprinted genes, but rather broadly acknowledge them as deterministic monoallelic genes. Although we were not able to address this finding further as it is beyond the scope of our study, it will be worth pursuing in future studies using the lineage committed cardiac cells from reciprocal crosses at single-cell resolution.

Our data demonstrates the potential distinctive gene regulatory mechanisms in autosomal monoallelic maternal and paternal genomes in cardiac lineage cells, emphasizing monoallelic gene expression and its potential effects in cardiac development and disease. An interesting and unexpected outcome of our study is the disease susceptibility based on the exclusive expression of the maternal or paternal allele. When a critical gene is expressed solely from the single maternal allele, males are at a disadvantage in acquiring variable penetrance of disease (e.g., Fig. 4i – e.g., HP:0003215 – Discarboxylic aciduria). It is known that males are more susceptible to heart-related disease^60–62^. We observed that the maternally expressed set of genes in our cardiomyocyte’s DeMA cohort, which are homologous to human genes (GO term: HP0000007 - *AUH, DNAJC19, OPA3*), are linked to the male specific 3-Methylglutaconic aciduria type 2 (BTHS syndrome) disease - https://www.ncbi.nlm.nih.gov/medgen/107893. Therefore, our study provides insightful genetic evidence of maternally expressed monoallelic genes potentially being causative of male heart-related diseases. Further, exclusively expressed paternal deterministic monoallelic genes (in CPCs) primarily showed a contribution to neonatal and adult heart physiology and this gene cohort was exclusively regulated by TFs (e.g., *Esr1*, *SP1*, *Klf4*), and are known to be involved in preventing heart attack and cardiac hypertrophy^30,38^. Further, the DeMA genes are scattered throughout the genome, however, some showed clustering, and thus may be susceptible to disease caused by locus heterogeneity^63^. In summary, in this study we emphasize the importance of allele-specific gene expression in development, homeostasis and disease and provide a comprehensive identification of deterministic monoallelic genes in unique cardiac cell types.

## Methods

### Generation of C57BL/6J-CAST/EiJ F1 Hybrid mESCs

F1 mESC lines were derived at the Cold Spring Harbor Laboratory (CSHL) Gene Targeting Shared Resource. In brief, four week old C57BL/6J female and four week old CAST/EiJ male mice were purchased from Jackson Laboratories and maintained in the CSHL Animal Shared Resource which is fully accrediated by the Association for Assessment and Accrediation of Laboratory Animal Care (AAALAC). C57BL/6J female mice were hormone treated and paired (five pairs) with the male CAST/EiJ mice (two females per male) and the plug rate was 30% from the matings. At 3.5 dpc, blastocysts were collected from three plugged CAST/EiJ females. In total 37 blastocysts were placed onto feeder (Applied Stem Cell, Cat. No. ASF-1014) monolayer cultures (2i medium − 15% FBS (Millipore, Cat. No. ES-009-B), 1X Glutamine (Millipore, Cat. No. TMS-002-C), 1X Non-Essential AA (Millipore, Cat. No. TMS-001-C), 0.15 mM 2-Mercaptoethanol (Millipore, Cat. No. ES-007-E), 100 U/ml Penicillin-Streptomycin (Gibco, Cat. No.15140-122), 100 U/ml Lif (Millipore, Cat. No. ESG 1107), 1 μM PD0325901 (Sigma Aldrich, Cat. No. 444968), 3 μM CHIR99021 (Sigma Aldrich, Cat. No. 361571) in Knockout DMEM (Gibco, Cat. No. 10829-018) in 96-well plates. Cultures were maintained for 14 days to establish hybrid F1 mouse embryonic stem cells (mESCs). From 37 cultures, eight mESC-like lines were selected and transferred into feeder free 2i+LIF cultures. Cells were passaged twice and *Zfp-1* expression (fwd: 5′-CTCATGCTGGGACTTTGTGT-3′, rev: 5′-TGTGTTCTGCTTTCTTGGTG-3′) in each clone was assessed prior to selecting positive (male) clones. Further, from the selected three male mESC clones (sexes were further verified in RNA-seq analysis), three single-cell derived clones were established for further experiments. 

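The genes given here for the sex of the cells were chosen after the data were seen. All 6 libraries held counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uba1y* and *Uty*, and of *Erdr1*. The Y-linked genes *Zfy1* and *Zfy2* are missing from the CPCC table, and *Zfy2* was at least 16.2-fold lower there than in mESCs. *Ddx3y* had 52.2, 42.2 and 138 CPM in the mESC libraries S01, S02 and S03, and 216, 65.9 and 83.8 CPM in the CPCC libraries S04, S05 and S06. *Eif2s3y* had 11.6, 6.18 and 23.0 CPM in mESCs and 10.0, 4.85 and 11.0 CPM in CPCCs. *Uty* was higher in CPCCs (log2 fold change 1.32, standard error 0.34, adjusted p = 0.00781 from edgeR's quasi-likelihood test) and *Uba1y* was lower (-3.23, standard error 0.47, adjusted p = 0.000359 from the same test). *Ddx3y* and *Eif2s3y* did not differ at the threshold (adjusted p = 0.308 and 0.284, edgeR). Without the CPCC library S04, the log2 fold change of *Ddx3y* changed sign, from 0.66 to -0.04. *Ddx3y*, *Eif2s3y*, *Uba1y* and *Uty* have X-linked paralogs, whose reads the authors' counting could have split between the copies. *Xist* had 278, 339 and 344 counts in the mESC libraries and 28.6, 29.2 and 56.3 in the CPCC libraries. *Tsix* overlaps *Xist* on the opposite strand, so both are uncertain.

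**Figure D4:**
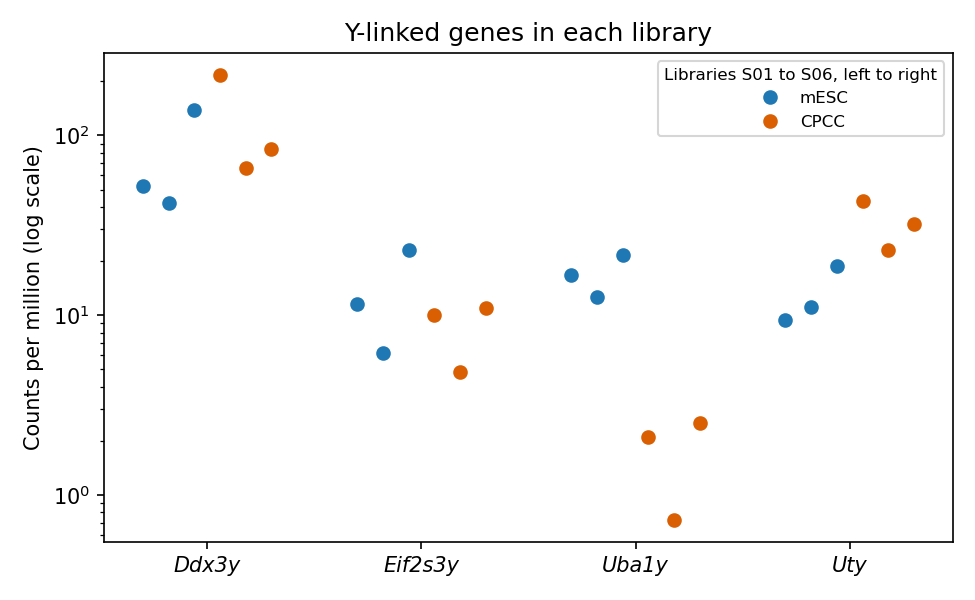
CPM (log scale) of 4 Y-linked genes, 1 point per library, mESCs in blue and CPCCs in orange. All 4 genes were highest among mESC libraries in S03. *Zfy1* and *Zfy2*, listed only for mESCs, were also highest in S03, and *Erdr1* was lowest there (52.4 CPM, against 97.8 in S01 and 84.3 in S02).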

Preliminary, mESCs were characterized by qRT-PCR for *Pou5f1* (fwd: 5′-TGTGGACCTCAGGTTGGACT-3′, rev: 5′-CTTCTGCAGGGCTTTCATGT-3′), *Nanog* (fwd: 5′-CAGATAGGCTGATTTGGTTGGTGT-3′, rev: 5′-CATCTTCTGCTTCCTGGCAA-3′) and *Gata6* (negative control, fwd: 5′-CAGCCCACGTTACGATGAACG-3′, rev: 5′-AAAATGCAG ACATAACATTCC-3′). 

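All 20 genes of a pluripotency list fixed before the data were examined are listed for mESCs, where their summed counts were at least 8705 per 1000000 in each library. Their median log2 fold change (CPCC over mESC) was -3.83, with 19 lower and 0 higher in CPCCs at the threshold of edgeR's quasi-likelihood test, both over all genes tested and adjusted over the list alone. The exception was *Lefty1*, singled out after its values were seen, which did not differ. *Nanog* (chromosome 6, 122707489 to 122714634) had 913 ± 198 CPM in mESCs (SD, n = 3) and 25.3 ± 17.3 CPM in CPCCs (SD, n = 3), a log2 fold change of -5.17 (standard error 0.55, adjusted p = 6.06e-05 from the same test). *Pou5f1* (chromosome 17, 35506032 to 35510778) had 119.7 ± 33.8 and 14.0 ± 11.2 CPM, a log2 fold change of -3.11 (standard error 0.60, adjusted p = 0.00177). *Sox2* (chromosome 3, 34649995 to 34652461) had 159 ± 39.0 and 31.5 ± 16.4 CPM, a log2 fold change of -2.34 (standard error 0.41, adjusted p = 0.00106). For each of the 3 genes, every mESC library lay above every CPCC library (two-sided exact permutation p = 0.10, the smallest that 3 libraries against 3 allow). *Gata6*, the negative control of the paper's qRT-PCR, had 5, 6 and 30 counts in S01, S02 and S03, and 403, 62 and 64 in S04, S05 and S06, with a log2 fold change of 3.17 (standard error 0.87, adjusted p = 0.0113). With 1 library left out in turn, its log2 fold change lay between 1.88 and 4.45.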

By performing RNA-Seq analysis, the mESCs clones were re-confirmed as mESCs. Moreover, by performing the qRT-PCR followed by Sanger Sequencing using primers which cover known single nucleotide polymorphism (SNP) in CAST/EiJ strains, the mESCs were further confirmed for hybrid genome. Allele specific analysis of the RNA-Seq data reported, on average, 5–6 SNPs per transcript.

### F1 mESC in vitro culture

Male mESCs were used in all the experiments. Plastic-bottom tissue culture dishes were coated with 300 μl 0.1% gelatin (Millipore, Cat. no. ES-006-B) and incubated for at least 5 min at 37 °C prior to cell seeding. Cells were plated at 1 × 10^5^ per well in a six-well plate (FALCON, Cat. no. 353046) clonal density in 2i culture medium (15% FBS (Millipore, Cat. No. ES-009-B), 1X Glutamine (Millipore, Cat. No. TMS-002-C), 1X Non-Essential AA (Millipore, Cat. No. TMS-001-C), 0.15 mM 2-Mercaptoethanol (Millipore, Cat. No. ES-007-E), 100 U/ml Penicillin-Streptomycin (Gibco, Cat. No. 15140-122), 100 U/ml Lif (Millipore, Cat. No. ESG 1107), 1 μM PD0325901 (Sigma Aldrich, Cat. No. 444968), 3 μM CHIR99021 (Sigma Aldrich, Cat. No. 361571) in Knockout DMEM (Gibco, Cat. No. 10829-018)). Cells were passaged when the cultures were 70–80% confluent. The cells were washed twice with 1X PBS (Thermo Fisher, Cat. No. 14190-250) and incubated for 3 min at a 37 °C humidified incubator with 200 μl of TrypLE Express Enzyme (Thermo Fisher. Cat. No. 12605028). The enzyme was neutralized by adding 3 ml of 10% FBS (Millipore, Cat. No. ES-009-B) in Knockout DMEM (Gibco, Cat. No. 10829-018) and centrifuged at 180 × *g* for 5 min at room temperature to remove the supernatant. The cell pellets were replated in 2.5 ml 2i per well (six-well plates). To cryo-freeze F1 mESCs, 70–80% confluent cells from one well of a six-well plate were dissociated to obtain single-cell suspension and then resuspended in freezing medium (10% DMSO (Sigma Aldrich, Cat. No. D2650), 20% FBS (Millipore, Cat. No. ES-009-B) in Knockout DMEM (Gibco, Cat. No. 10829-018)) and frozen and stored at −80 °C.

### Cardiac lineage cell differentiation

Male mESC cells were resuspended in differentiation medium containing 15% FBS (Millipore, Cat. No. ES-009-B), 1X Glutamax (Thermo Fisher, Cat. No. 35050061), 1X Nonessential AA (Millipore, Cat. No. TMS-001-C), 0.15 mM 2-Mercaptoethanol (Millipore, Cat. No. ES-007-E), 100 U/ml Penicillin-Streptomycin (Gibco, Cat. No. 15140-122) in Knockout DMEM (Gibco, Cat. No. 10829-018) at the 5 × 10^4^ cells/ml density. In all, 20 μl drops of cell suspension (~1000 cells/ drop) were placed on 10 cm sterile petri dish lids and turned gently upside down onto a 10 ml 1x PBS (Thermo Fisher, Cat. No. 14190-250) containing cell culture dish so that hanging drops are formed. Cells in the hanging drops were then cultured for 48 h at 37 °C, 5% CO_2_ cell culture incubator to form cell-aggregates. At 48 h post-seeding, cell-aggregates were gently rinsed into a 15 ml conical bottomed FALCON tube with 10 ml of differentiation medium and the cell-aggregates were allowed to settle down at the bottom of the tube. In all, 1 ml of direct cardiac lineage differentiation medium (differentiation medium supplemented with 0.1 mg/ml l-Ascorbic acid (Sigma Aldrich, Cat. No. A7506) – DCLDM) was gently added and then the cell-aggregates were transferred to a tissue culture petri dishe containing 14 ml of DCLDM to form embryonic bodies (EBs) (always used tipped-off P1000 filter tips for cell-aggregates transfer). Plates with floating EBs were gently shaken twice a day to avoid EBs attaching to the plate bottoms. At 72 h post cell-aggregate plating, EBs started expressing cardiac stem cell and mesoderm lineage markers (*Nkx2.5* (fwd: 5′-CCCCCAAGTGCTCTCCTG-3′, rew: 5′-CATCCGTCTCGGCTTTGT-3′), *Gata4* (fwd: 5′-GCAGCAGCAGTGAAGAGATG-3′, rew: 5′-GCGATGTCTGAGTGACAGGA-3′)).

### Establishment of cardiac precursor cell culture (CPCCs)

EBs at 72 h post cell-aggregate plating were collected into 15 ml FALCON tubes, washed three times with 10 ml of 1x PBS each, without disturbing the EBs. To harvest, the EBs were allowed to settle at the bottom of the tubes. Cells in the EBs were dissociated by adding 200 μl of TrypLE Express Enzyme (Thermo Fisher. Cat. No. 12605028), incubated at 37 °C, 5% CO_2_ cell culture incubator for 2 min, added 3 ml of 10% FBS (Millipore, Cat. No. ES-009-B) in Knockout DMEM (Gibco, Cat. No. 10829-018) and then mechanically dissociated by forced pipetting; up-down with P1000 pipette. Another 7 ml of 10% FBS (Millipore, Cat. No. ES-009-B) containing Knockout DMEM (Gibco, Cat. No. 10829-018) medium was added and then centrifuged at 180×*g* for 5 min at room temperature. Cell pellets were then resuspended (we used EBs from one plate) in differentiation medium containing 10 ng/ml EGF (Peprotech, Cat. No. AF-100-15) and 10 ng/ml Fgf2 (Peprotech, Cat. No. 450-33) (cardiac stem cell enrichment medium – CSCEM) and plated on 0.1% gelatin (Millipore. Cat. No. ES-006-B) coated wells in 12 wells (we used EB cells from one plate per one well in a 12-well plate) plate. Cells were passaged every other day for three passages to enrich for the CPCCs. In every passaging step we used 40% of the cells from the dissociated harvested cells to re-plate. Cells from the fourth passage were used in downstream applications.

### Cardiac body culture

In all, 48 h post seeded cell-aggregates were cultured in DCLDM medium in a sterile petri dish for 5–6 days gently shaking the dishes twice a day. We combined cell aggregates from three 10 cm plates into one 10 cm plate with 20 ml DCLDM medium. DCLDM medium was refreshed every other day. Rhythmically beating non-attached cardiac bodies (CBs) could be observed by five to six days post cell-aggregate plating and were viable and functional for another four to five days (the maximum time point we tested). For the scRNA-seq experiment, beating CBs were picked by pipets using a tipped-off P1000 filter tip under a light microscope. CBs were washed twice with 1x PBS (Thermo Fisher, Cat. No. 14190-250) and then incubated with the combination of 1:1 TrypLE Express Enzyme (Thermo Fisher. Cat. No. 12605028) and Trypsin (VWR, Cat. No. 45000-666) for 5 min at 37 °C, at the 5% CO_2_ cell culture incubator and then the CBs were mechanically dissociated by pipetting up-down (P1000 pipet) followed by another 2 min of incubation period. Finally, the EBs were dissociated into single-cell suspensions by rigorous pipetting with a p200 pipette. The cell suspensions were further filtered through cell strainers (CellTrics-Partec, Cat. No. 04-004-2326) to remove the clumps.

### Single-cell RNA-seq – sample preparation

The diameters of the cells from mESCs, CPCCs and CBs single-cell suspensions were measured using Countess™ ll FL Automated Cell Counter (Invitrogen, Cat. No. A27974). The sizes are mESC – 17 μm, CPCCs – 16 μm, CBs – 13 μm. We observed cells from CBs sized (measured in microscopic images) between 20 and 25 μm in in vitro cultures, but they shrank when dissociated into single cells. cDNAs from single cells were synthesized using C1TM Single-Cell Reagent Kit for mRNA Seq (Fluidigm, Cat. No. 100-6201). In brief, we used 96-well C1TM Single-Cell mRNA Seq IFC-10-17 (Fluidigm, Cat. No. 100-5760) IFCs to load the cells. Once the cells were harvested cell suspensions were filtered through cell strainers (CellTrics-Partec, Cat. No. 04-004-2326) to avoid possible cell-aggregates before the cells were loaded into integrated fluidic circuits (IFCs). Approximately 750 cells were loaded onto an IFC each time and as a control External RNA Control Consortium (ERCC- Thermo Fisher, Cat. No. 4456740) RNA spike-ins were added to the lysis buffer to obtain 1:20,000 dilutions of the final cDNA samples. Cells in IFCs were processed using the Fluidigm C1™ Single-Cell Auto Prep System. After single cells were primed into compartments, cell numbers (single or multiple cells) and the quality (debris or healthy) of the cells were observed using a light microscope and recorded corresponding to each compartment. Typical total RNAs in a mammalian cell ranged from 10-30 pg. cDNAs from low yield polyA+ RNA was synthesized using SMART-Seq® v4 Ultra® Low Input RNA Kit for the Fluidigm® C1™ System (Clontech, Cat. No. 635026), SMARTer-seq® chemistry (Switching Mechanism at 5′ End of RNA Template and Locked Nucleic acid technology), compatible for Fluidigm C1™ Single-Cell Auto Prep System. cDNA from each cell was quantified using Quant-IT™ PicoGreen® dsDNA Assay Kit (Thermo Fisher, Cat No. P11496). We used 0.3 ng of dsDNA per cell, only from the high-quality cells in library preparation. Indexed libraries were generated using Illumina Nextera XT DNA Library preparation Index Kit (Illumina, Cat No. FC-131-1096 and CF-131-1002), which is capable of multiplexing (up to 96 available indexes). Indexed libraries generated for each sample from one experiment (from one IFC) were pooled together. We finally obtained 9-pooled libraries and compressed those libraries again to 8-pooled libraries. Libraries were cleaned up using Agencourt AMPure XP beads (Beckman Coulter, Cat. No. A63880) and library quality and quantities were assessed by Agilent 2100 bioanalyzer using high sensitivity DNA Analysis chips (Agilent, Cat. No. 5067-4626). All our libraries fell within 500 bp average size and concentration ranging from 6.5 nM to 12 nM. In total we obtained 215 libraries for ESC, 175 libraries for CPC and 232 libraries for CM and cardiac smooth muscle cells. We performed 125 nt paired end sequencing for these 8-pooled libraries (one pooled library per lane) in Illumina HiSeq2500 – V4 flow cell platform at the Cold Spring Harbor Laboratory Genome Center.

### Bulk RNA-seq – sample preparation

Cells from three mESC and CPCCs biological replicates were used. Total RNAs from each sample were extracted using RNAeasy Mini Kit (Qiagen, Cat. No. 74104) including the DNA digest step according to the manufacturer’s guidelines. All the replicates were processed in parallel at each step. In all, 0.5 μg of total RNA from each sample was used to synthesize cDNAs from polyA+ RNA using Clontech SMART-Seq® v4 Ultra® Low Input RNA Kit for the Fluidigm® C1™ System (Clontech, Cat. No. 635026) following the manufacturer’s guidelines. Quality and quantity of cDNA from each replicate was assessed using the Agilent 2100 bioanalyzer using high sensitivity DNA Analysis chips (Agilent, Cat. No. 5067-4626). All the libraries fell within 500 bp average size. We used 0.3 ng of dsDNA per replicate for library preparation. Indexed libraries were generated using Illumina Nextera XT DNA Library preparation Index Kit (Illumina, Cat No. FC-131-1096 and CF-131-1002). We performed 125 nt paired end sequencing for each library independently on the same chip (one library per lane) in Illumina HiSeq2500 – V4 flow cell platform at the Cold Spring Harbor Laboratory Genome Center.

### Single-cell RNA-seq analysis

Sequencing data from each single-cell library from each experimental point was aligned to GRCm38_v97 (mm10) mouse reference genome using STAR 2.7 aligner embedded in Partek Flow software (trial version - https://www.partek.com/partek-flow/) following the guidelines to obtain gene count tables. For the trajectory analysis, we used ASAP v1 software suite^64^. Single gene count tables of 622 scRNA-seq libraries were processed using the DDRTree reduction method. For cluster analysis, we used separate gene count tables from three independent timepoints. Gene count tables were then used in the Seurat 3.1.0 (SeuratV3) single-cell data analysis package embedded in Nucleic Acid Sequence Analysis Resource^65^, a web-based portal for cell clustering. In brief, for each experiment the gene expression was normalized by “LogNormalize”, setting the scale factor to 10,000 to obtain the log-transformed data. To detect the variable genes across the single cells in each experimental point per se and to calculate the average expression and depression for each gene, we applied the recommended generic settings (Mean function-ExpMean, Dispersion function-LogVMR, X Low Cut-off value: 0.0125, X High cut-off value: 3 and Y cut-off value: 0.5) to mask the outliers. To regress out the variant caused by technical noise, batch effects and biological source of variations, which would affect the clustering, we relied on the nCount_RNA feature embedded in Seurat 3.1.0 package. After computing the linear dimensional reduction to determine the statistically significant PCs, we used supervised Elbow methods and performed cell clustering with the resolution set-up at the 0.6 in default. Then, the non-linear dimension reduction was proceeded with UMAP. Each cell cluster (CPC, CSC, CF, CM, EC, and PE) was then defined by using the known cell type specific markers^66–69^. Identification numbers (IDs) of each cell in each cluster was then matched with the single-cell library IDs in the original ‘.fastq’ file library IDs in order to isolate the single-cell libraries into relevant cell types. Cell cycle analysis was performed in StemChecker web-portal (http://stemchecker.sysbiolab.eu). Deterministic monoallelic and RaMA genes positioning in the genome were performed using Circa software (https://omgenomics.com/circa/).

### Bulk RNA-seq analysis

Differential gene expression of mESCs and CPCCs bulk-seq data was assessed with DeSeq2 (version 1.24.0), an R package for “Differential gene expression analysis based on the negative binomial distribution” embedded in the NASQAR web-portal^65^.

### Allele specific scRNA-seq and bulk-RNA-seq analysis

To assess the allele-specific single cell and bulk cell analysis, we used MEA pipeline^13^ because of MEA pipelines’ usage of indels together with the SNPs in the genome to call the parental background of the transcriptomic data. We manually implemented the pipeline with all its dependencies using the Cold Spring Harbor Laboratory computing cluster. In brief, mm10 reference genome (mgp.v5.merged.snps_all.dbSNP142.vcf.gz) and genetic variants (.vcf) including SNPs and INDELs (mgp.v5.merged.indels.dbSNP142.normed.vcf.gz) were downloaded from the Ensemble genome bowser (https://useast.ensembl.org/info/data/ftp/index.html) and in silico diploid genome for C57BL/6 J and CAST/EiJ was reconstructed utilizing SHAPEIT2. We then aligned each RNA-seq read file (.fastq) to the in silico genome using STAR aligner (STAR-2.5.4b). Aligned ‘.sam’ output files were then converted into ‘.bam’ files using SAMtools-0.1.19^70^. This process generated two.bam files each for C57BL/6J and CAST/EiJ per single cell. We then assembled all the ‘.bam’ files from a cell cluster into two separate data sets each for C57BL/6J and CAST/EiJ strains. Those two ‘.bam’ files data sets were then used for differential gene expression analysis using EdgeR pipeline embedded in SeqMonk bio-informatics web-portal (https://www.bioinformatic.babraham.ac.uk/projects/seqmonk/). The gene count-tables were then intersected manually using Excel to filter in the deterministic monoallelic (Supplementary Fig. 1e) and RaMA (Supplementary Fig. 4a) genes. For bulk-RNA-seq, each experimental-data point was processed in the same way as above. Graphs and diagrams were generated using the InteractiVenn^71^, Intervene shinyapp^72^ and GraphPad PRISM (version 7.04).

### Transcript number and functional protein coding gene analysis

The BioMart data mining tool (https://www.ensembl.org/biomart/martview) in the Ensembl genome browser was used to assess the number of transcripts per RaMA gene and the number of protein coding transcripts per RaMA gene. The protein coding transcripts were cross examined in the Uniprot database (https://www.uniprot.org/uniprot).

### Gene functional profile and enrichment analysis

Gene functional analysis was performed by using g:Profiler (version e102_eg49_p15_7a9b4d6)^73^. Numeric IDs were put in as ENTREZGENE_ACC for the only annotated genes. For multiple testing correction the g:SCS threshold was used as the recommended method implementing 0.05 as the threshold cut-off margin. Together with Gene Ontology analysis (Molecular Function (MF), Cellular Component (CC), Biological Process (BP)), Biological pathways (KEGG, Reactome (REAC), WikiPathway (WP), regulatory motif in DNA (TRANSFAC (TF), miRTarBase (MIRNA), protein databases (CORUM), and the Human phenotype ontology (HP) were included in the analysis.

Gene enrichment analysis was performed using Enrichr web-portal developed by the Ma’ayan lab at the Data Coordination and Integration Center at Icahn School of Medicine at Mount Sinai^74,75^. Gene set enrichment was performed compiling the gene list with SysMyo Muscle Gene sets (created by the Duddy lab https://www.sys-myo.com/muscle_gene_sets/) embedded in Enrichr^74,75^. Histone association data was obtained by compiling gene sets in ENCODE histone modification 2015 database embedded in Enrichr^74,75^. Results were presented in a bar chart with -Log_10_(*P*-values), -Log_10_(_adj_*P*-values) and combined scores (log of the *P*-value from the Fisher exact test and multiplying that by the *z*-score of the deviation from the expected rank^74,75^). Disease relevance for gene sets was assessed with ClinVar 2019 (contained in Enrichr^74,75^), OMIM Disease (contained in Enrichr^74,75^), Rare Disease AutoRIF ARCHS4 Predictions (contained in Enrichr^74,75^) and Rare Disease GeneRIF ARCHS4 Predictions data bases (contained in Enrichr^74,75^). Results were presented with combined scores.

### Nascent RNA and mature RNA analysis

We used the Click-iT™ Nascent RNA Capture Kit (Thermo Fisher, Cat. No. C10365) for nascent RNA capture. Triplicates of mESCs cultured on six-well Plates were pulsed with 0.5 mM 5-ethynyl uridine (EU) for 0.5 h in a 37 °C, 5% CO_2_ incubator. Single-cell suspensions were obtained by dissociating cells with TrypLE and cell counts were performed using the Countess™ ll FL Automated Cell Counter (Invitrogen, Cat. No. A27974). In total, 1 × 10^7^ cells from each replicate were used to extract RNAs. Total RNAs were extracted using the RNeasy Mini Kit (Qiagen, Cat. No. 74104), including the DNA digesting step. 10 μg of total RNAs from each replicate was used as entry material in the protocol and EU incorporated RNA was precipitated overnight at −75 °C. One microgram of biotinylated RNAs with 50 ml of Dynabeads® MyOne™ Streptavidin T1 magnetic beads was used to capture biotinylated RNAs per replicate and suspended the bead-RNA complex in 50 μl of wash buffer 2 and immediately processed for cDNA synthesis. We used SuperScript® VILO™ cDNS synthesis kit (Thermo Fisher, Cat. No. 11754-050) as recommended in the Click-iT™ Nascent RNA Capture protocol. Two microliters of the undiluted cDNA was used per qRT-PCR reaction. qRT-PCR was performed with PowerUp SYBER Green Master Mix (Life Technologies, Cat. no. A25743). One microgram of the total RNA from the EU pulsed RNA samples was used to synthesize control cDNA for each replicate. Nascent RNA detection primers were designed over the intron-exon boundaries, avoiding capturing transcripts with retaining introns or processed transcripts. Mature RNA detection primers were designed to expand the product over the neighboring exon-exon where the intron between is >1.5 kb. Primers used were: *Thbs4*-mature (fwd: 5′-AGGGGAACATCTCCGAAACT-3′, rev: 5′-AAAAGCGCACC CTGATGTAG-3′), *Thbs4*-nascent (fwd: 5′-GTGGACACCTGTGCTCTCTG-3′, rev: 5′-GTTGCAGCGGTACTTGAGGT-3′), *Ccdc80*-mature (fwd: 5′-ATGTTCCTCAGTTCCGATGG-3′, rev: 5′-TCCTCTCCAACACCCAAAAG-3′), *Ccdc80*-nascent (fwd: 5′-TGAAATTCATCGGTTGTCAG-3′, rev: 5′-ACTCCTCCAACTTCCTCTCC-3′), *Bicd2*-mature (fwd: 5′-AAGCTACGGAACGAGCTCAA-3′, rev: 5′-CCATGCGCAACAGAGAGTTA-3′), *Bicd2*-nascent (fwd: 5′-CTCAGGCTCCAGGAGAGATG, rev:5’-CCATGCGCAACAGAGAGTTA-3′), *Hsbp1l1*-mature (fwd: 5′-GAACGCGGCTGAGAATCTAC-′, rev: 5′-CATGAGGTCATCCACGTTTC-3′), *Hsbp1l1*-nascent (fwd: 5′-CAGCCGTACTCCCTCAGTGT-3′, rev: 5′-CGACTTCCCATCTCTTCCAG-3′), *4932435O22Rik*-mature (fwd: 5′-CTGAGGCTCTTTGGCACTTT-3′, rev: 5′-CCACAGCAGTCCTCCTAAGC-3′), *4932435O22Rik*-nascent (fwd: 5′-AGCCAGCCAGCTGAACTATC-3′, rev: 5′-ATTAC CGAAGTGTCCGATGC-3′), *Mob1b*-mature (fwd: 5′-TCCATTCCCGAAGAATTTCA-3′, rev: 5′-GTGC CAACTCTCGTCTGTCA-3′), *Mob1b*-nascent (fwd: 5′-GCATCAGGGGAGCTTAAGTG-3′, rev: 5′-GTG CCAACTCTCGTCTGTCA-3′), *Tbx3*-mature (fwd: 5′-CCTTCCACCTCCAACAACAC-3′, rev: 5′-GCAT GCTGTTCAAATTGAGG-3′), *Tbx3*-nascent (fwd: 5′-CCTCCACTCCTCCAAAACAG-3′, rev: 5′-GCAG CCATGTATGTGTAGGG-3′), *Kif17*-mature (fwd: 5′- GCAACTACTTCCGCTCCAAG-3′, rev: 5′-CTCA CCACCGAAGCTGTTTT-3′), *Kif17*-nascent (fwd: 5′-CCAGGAGTCATGGGAGTGAC-3′, rev: 5′- GCTTGGAGCGGAAGTAGTTG-3′).

### CUT&Tag assay

To assess the allele-specific chromatin accessibilty of maternal and paternal genes in F1 mESCs, we used CUT&Tag-IT™ assay kit (Cat. No. 53160) from Active Motif®. mESCs were cultured in 2i medium and at 70% confluency, cells were harvested using TrypLE Express Enzyme (Thermo Fisher. Cat. No. 12605028). Cells from three wells of a 6-well plate (FALCON, Cat. no. 353046) were combined and filtered through cell strainers (CellTrics-Partec, Cat. No. 04-004-2326) to remove cell clumps. For each histone mark, 400,000 cells were used. We followed the protocol according to the assay kit manual, excluding the magnetic bead capture steps. Instead, we used centrifugation (5 min at 600 × *g* at room temperature per centrifuging step) to pellet the cells. Antibodies used: H3K36me3 (Active Motif - Cat. No. 61102), H3K4me1 (Active Motif - Cat. No. 39298), H2K27ac (Active Motif - Cat. No. 39134), H3K4me3 (Active Motif - Cat. No. 39160), H3K79me2 (Active Motif - Cat. No. 39144), H3K79me3 (Novus Biologicals - Cat. No. NB21-1383SS). We used 1 μg in 50 μl dilution for primary antibodies. Guinea Pig anti-rabbit antibody provided with the kit was used as the secondary antibody at 1:100 dilution as well as the IgG control. We obtained ∼200,000 nuclei in the final cell suspention in every sample and the all the nuclei were used for DNA extraction. Total fragmented DNA extracted in each sample was used to construct sequencing libraries using Illumina index primers provided with the kit. Sequencing libreries were pooled (including the other two libraries from the same experiment) and sequenced in one lane using a MiSeq PE 300 V3 kit at the Cold Spring Harbor Laboratory Genome Center.

### CUT&Tag data analysis

Allele-specific and non-allele-specific data analysis was carried out using the data anlysis webtool provided by Active Motif®. Briefly, peak calling was performed using SEACR (Sparse Enrichment Analysis for CUT&RUN) analysis strategy which uses the global distribution of background signal to calibrate a simple threshold for peak calling^76^. Motif calling was performed with the Homer algorithm. For allele-specific read calling we used the MEA pipeline^13^ as previously described.

### Microscopy

Rhythmically beating cardiac body brightfield movies were taken using a Zeiss Observer Z1 inverted fluorescence microscope using a ×10 objective.

### Software used

Partek® Flow® software (Partek®). ASAP v1 software suite. Seurat 3.1.0 (SeuratV3) embedded in Nucleic Acid SeQuence Analysis Resource (NASQAR)^65^. StemChecker web-portal (http://stemchecker.sysbiolab.eu). Circa software (https://omgenomics.com/circa/). Methylomic and epigenomic analysis (MEA) pipeline^13^. SeqMonk bio-informatics web-portal (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). InteractiVenn^71^. Intervene shinyApp^72^. GraphPad PRISM (version 7.04). Ensembl BioMart data mining tool (https://www.ensembl.org/biomart/martview). g:Profiler (version e102_eg49_p15_7a9b4d6)^73^. Enrichr software suite^74,75^. Uniprot database (https://www.uniprot.org/uniprot). SEACR^76^ (Sparse Enrichment Analysis for CUT&RUN) provided by Active Motif®. Microsoft Office 2011. Adobe Illustrator 2020.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Movie 1

Reporting Summary

## Data Availability

All NGS raw data and processed files generated and used in this study have been uploaded to GEO (GSE173403). The publicly available data used in this study are: GSM2405897 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90516], GSE152103, GSE80810. All other data are available in the paper and its supplementary information files. In allele-specific gene count tables each cell has two columns, one for C57BL/6J and another for CAST/EiJ strains. In the column headings File=cell, Number=cell number and B for C57BL/6J and C for CAST/EiJ. For example: File5B means C57BL/6J alleles in 5th cell and File5C means CAST/EiJ alleles in 5th cell. Source Data are provided with the paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Allele-specific differential regulation of monoallelically expressed autosomal genes in the cardiac lineage
**Source:** Nat Commun. 2022 Oct 10;13:5984. doi: 10.1038/s41467-022-33722-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for:

**Allele-specific differential regulation of monoallelically expressed autosomal genes in the cardiac lineage**

Gayan I. Balasooriya<sup>1</sup> and David L. Spector<sup>1\*</sup>

USA.

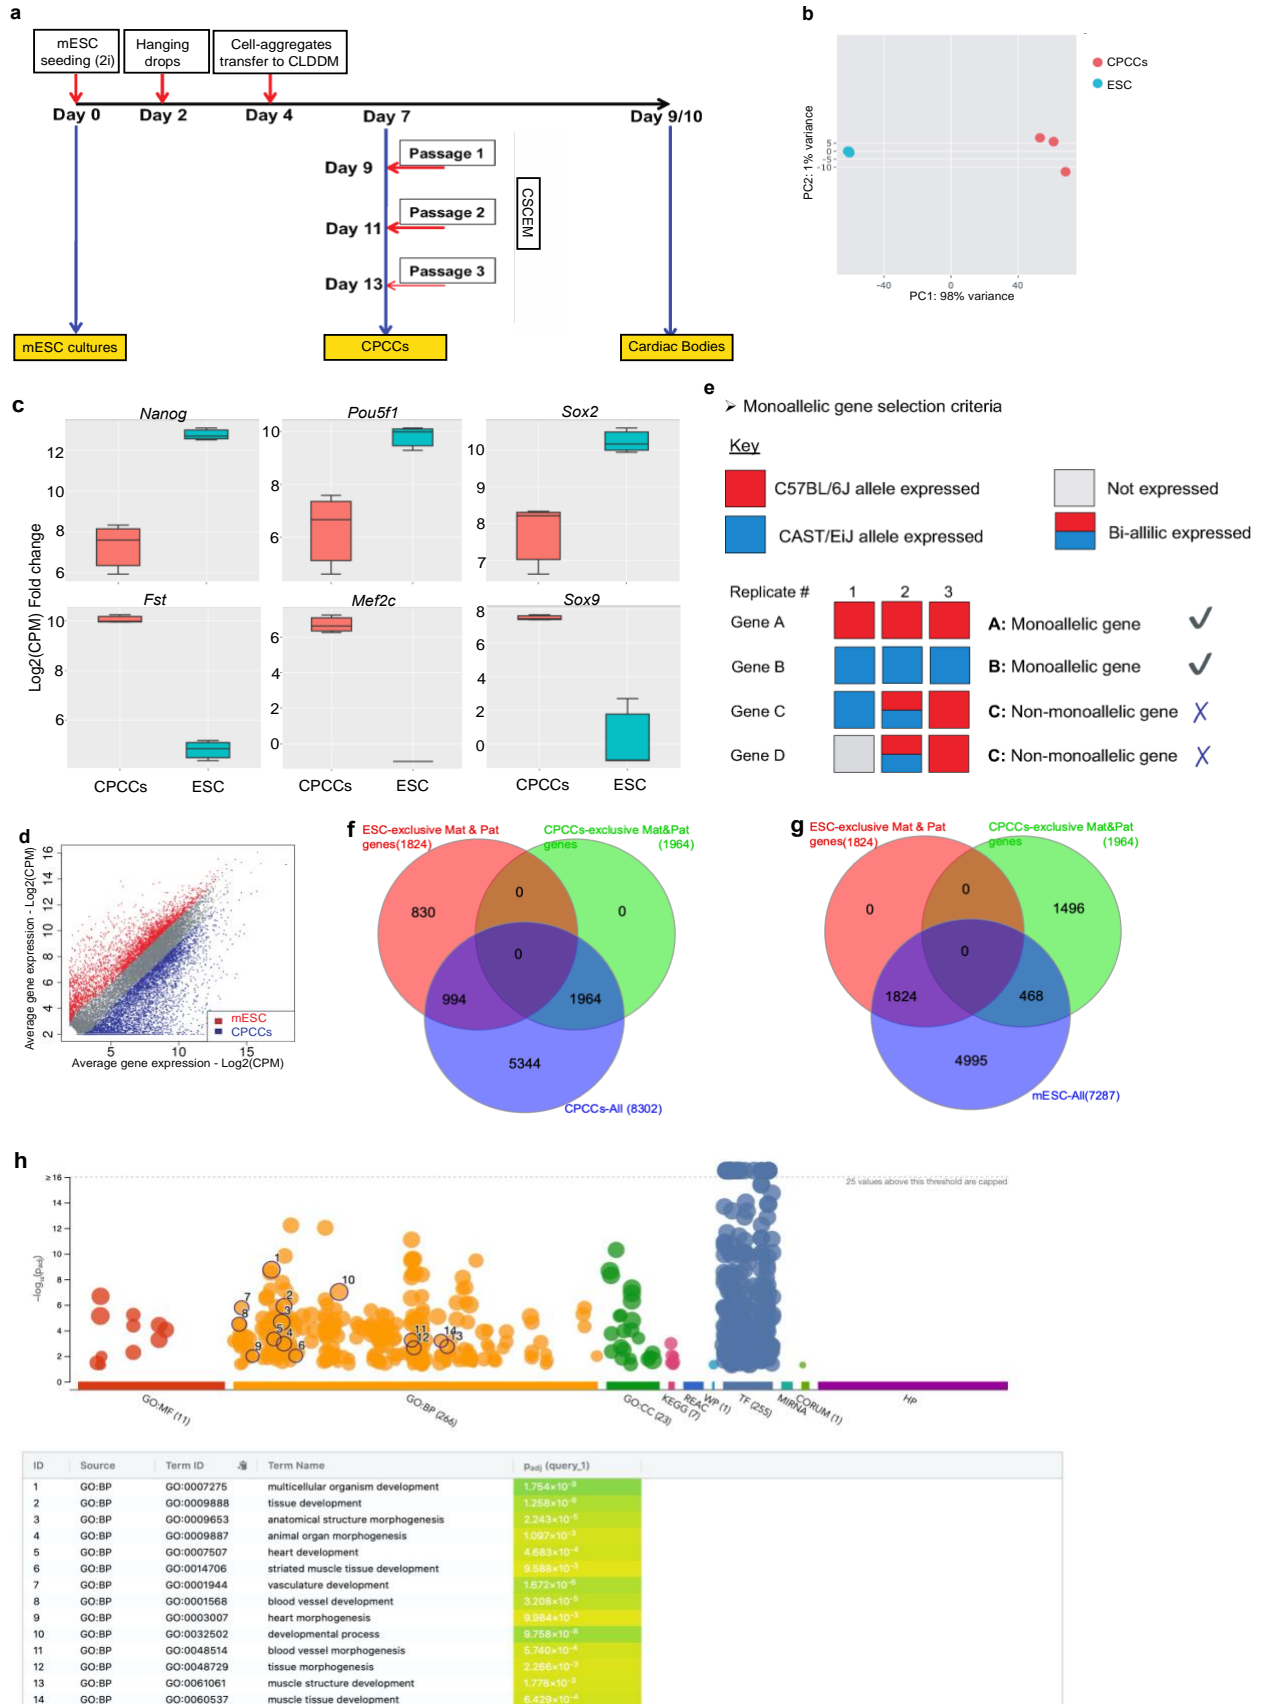

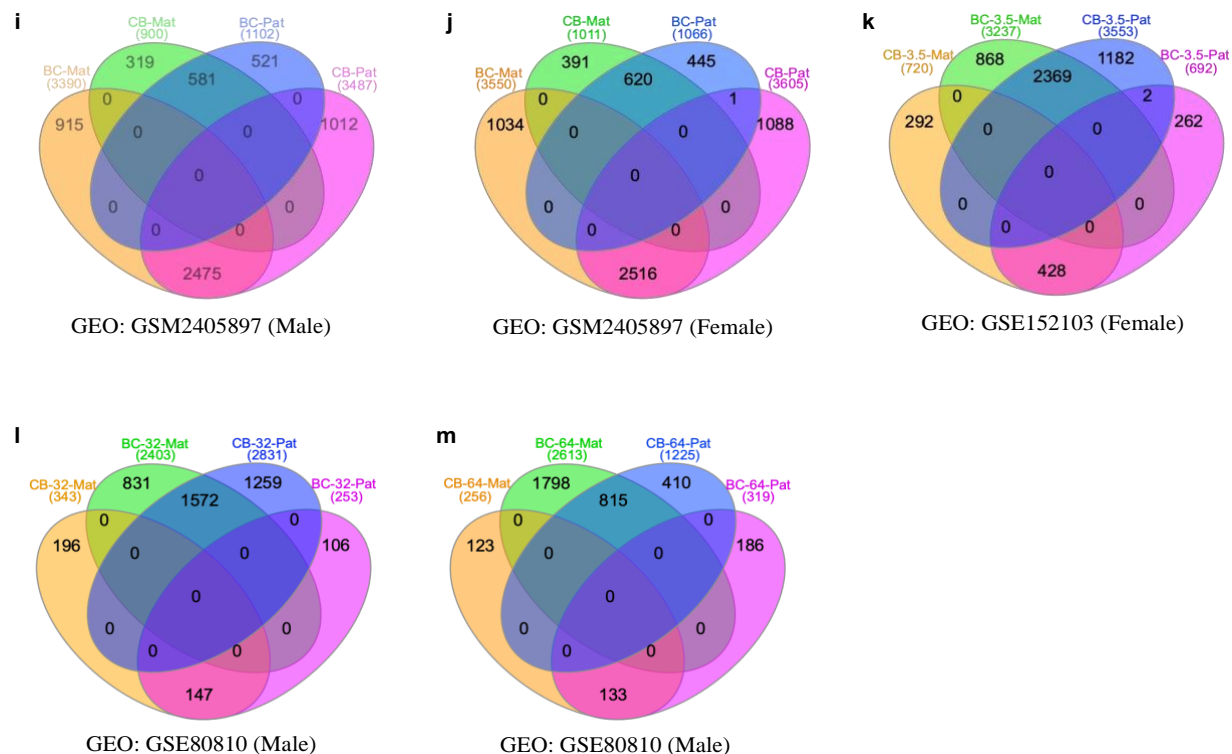

**Supplementary Fig. 1| Allelic expression of autosomal monoallelic genes. a**, Schematic of in vitro cell differentiation protocol of cardiac lineage cell types. Cardiac intermediate cultures at day 7 are highly heterogenous cell cultures. CSC and CPC enriched cultures were obtained passaging these intermediate cultures three times in enrichment medium before harvesting for RNA-seq experiments. At 9-10 days post ascorbic acid treatment, detached embryonic bodies start rhythmically beating and become cardiac bodies. Picked floating-beating cardiac bodies were used in scRNA-seq experiments. **b**, Unsupervised Principal Component Analysis (PCA) of mESCs and CPCCs bulk-RNA-seq data. **c**, Expression levels of known mESC and CSC-CPC marker genes. Differential gene expression analysis was performed using RNA-seq data count tables from three mESCs and CPCCs biological replicates. Box plots definitions; Nanog: ESC-Max:13.8, Min: 12.98, Median: 12.68, q3: 12.98, q1: 12.55/ CPCCs-Max:8.33, Min: 5.94, Median: 7.6, q3: 8.15, q1: 6.35. Pou5f1: ESC-Max: 10.14, Min: 9.29, Median: 9.99, q3: 10.10, q1: 9.46/ CPCCs-Max:7.59, Min: 4.60, Median: 6.66, q3:7.36, q1: 5.12. Sox2: ESC-Max: 10.6, Min: 9.94, Median:

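Principal components were computed on log2 CPM of the 500 genes that varied most between the 6 libraries. The first component held 94.9% of the variance and the second 1.73%. On the first, the mESC libraries lay at -63.6, -62.9 and -61.8 and the CPCC libraries S04, S05 and S06 at 71.3, 63.1 and 53.9. On the second, the mESC libraries S01, S02 and S03 lay at 0.70, -7.76 and 8.65, S04 at 13.5, and S05 and S06 at -6.43 and -8.65. Over all 12471 genes tested, the first component held 85.2% and the second 6.32%. Both gene sets were chosen after the data were seen.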

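On the scale log2(normalized count + 0.5), with counts normalized by TMM and genes missing from a table at 0, *Nanog* stood at 12.69, 12.51 and 13.10 in the mESC libraries S01, S02 and S03 and at 5.94, 7.64 and 8.37 in the CPCC libraries S04, S05 and S06. *Pou5f1* stood at 10.15, 9.99 and 9.31 in mESCs and at 4.61, 6.70 and 7.63 in CPCCs, and *Sox2* at 10.17, 9.94 and 10.62 and at 6.63, 8.37 and 8.25. *Fst* stood at 4.38, 4.86 and 5.20 in mESCs and at 10.25, 9.99 and 10.01 in CPCCs. In CPCCs, *Mef2c* stood at 7.23, 6.28 and 6.64 and *Sox9* at 7.68, 7.47 and 7.41. The table for mESCs leaves out both genes, as their counts over the 3 libraries came to less than 10. This scale was chosen after the data were seen.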

10.16, q3: 10.49, q1: 9.99/ CPCCs-Max: 8.33, Min: 6.63, Median: 8.21, q3: 8.3, q1: 7.02. Fst: ESC-Max: 5.18, Min: 4.37, Median: 4.86, q3:5.10, q1: 4.49/ CPCCs-Max: 10.25, Min: 9.95, Median: 9.98, q3:10.18, q1:9.96. Mef2c: ESC-Max, Min, Median, q3, q1/ CPCCs-Max: 7.22, Min: 6.24, Median: 6.61, q3: 7.07, q1: 6.33. Sox9: ESC-Max: 2.69, Median: -1.00, q3: 1.17/ CPCCs-Max: 7.67, Min: 7.38, Median: 7.43, q3: 7.61, q1: 7.39. **d**, Differential gene expression in mESCs and CPCCs. Differentially expressed mESC and CPCCs genes are uniquely enriched in each cell type.  $-\log_2(2)$  CPM was used as the cut off. **e**, Schematic of the deterministic monoallelic gene selection criteria. 

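Genes listed in 1 table only were compared by bounds against 3 counts per library, which equals 0.448 CPM on average in mESCs and 0.335 CPM in CPCCs. The CPCC table alone lists 2518 genes, which held 4.17% of all CPCC counts. Their median bound was at least 3.30-fold higher than in mESCs, with 682 genes at least 10-fold and 122 at least 100-fold higher. The bound was largest for *Tagln*, *Thbs1* and *Col1a2*, which were at least 8176-, 5614- and 5302-fold higher. The mESC table alone lists 760 genes, which held 0.259% of all mESC counts. Their median bound was at least 3.90-fold, with 165 genes at least 10-fold and 8 at least 100-fold lower in CPCCs. It was largest for *Tuba3b*, *Spic* and *Ly6g6e*, at least 387-, 311- and 194-fold lower. *Tuba3b* has near-identical paralogs, so its counts are uncertain. These 6 genes were singled out after their values were seen.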

Genes are categorized as: not-expressed, maternal-allele only expressed, paternal-allele only expressed and bi-allelically expressed. To be categorized as a monoallelic gene (1), the gene must be expressed in all biological triplicates, and (2) the gene must be exclusively expressed from only one parental background. **f,g**, Relation of monoallelic gene establishment between mESCs and CPCCs. Maternal and Paternal DeMA genes in mESCs and CPCCs were assessed among the total CPCCs genes (**f**) and the total mESCs (**g**). Venn diagrams show 994 monoallelically expressed DeMA genes in mESCs changed to biallelic expression in CPCCs and 468 biallelically expressed genes in mESCs changed to monoallelic expression. **h**, Functional analysis of newly established DeMA genes in CPCCs. GO: BP terms clearly indicate the cardiac lineage specific functional relevance of several new monoallelic genes. The p-value is computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set. **i-m**, Venn diagrams illustrating the effect of genetic background of the alleles in DeMA gene biased maternal and paternal expression. All the analyses show the switch of the DeMA genes depending on the genetic background of the allele. Maternal is abbreviated to “Mat” and paternal is abbreviated to “Pat”. CB: cells from CAST/EiJ x C57BL/6J crosses and BC: cells from C57BL/6J x CAST/EiJ crosses. Either in CB or BC, “C” is for CAST/EiJ and “B” is for

C57BL/6J and the first letter indicates the maternal background. GSM2405897: male and female RNA-seq data was generated from mESC bulk cell samples. GSE152103: male and female RNA-seq data was generated from total cells in 3.5 dpc blastocysts. GSE80810: male and female RNA-seq data was generated from single cells of 32-cell and 64-cell blastocyst. Source Data 46-57.

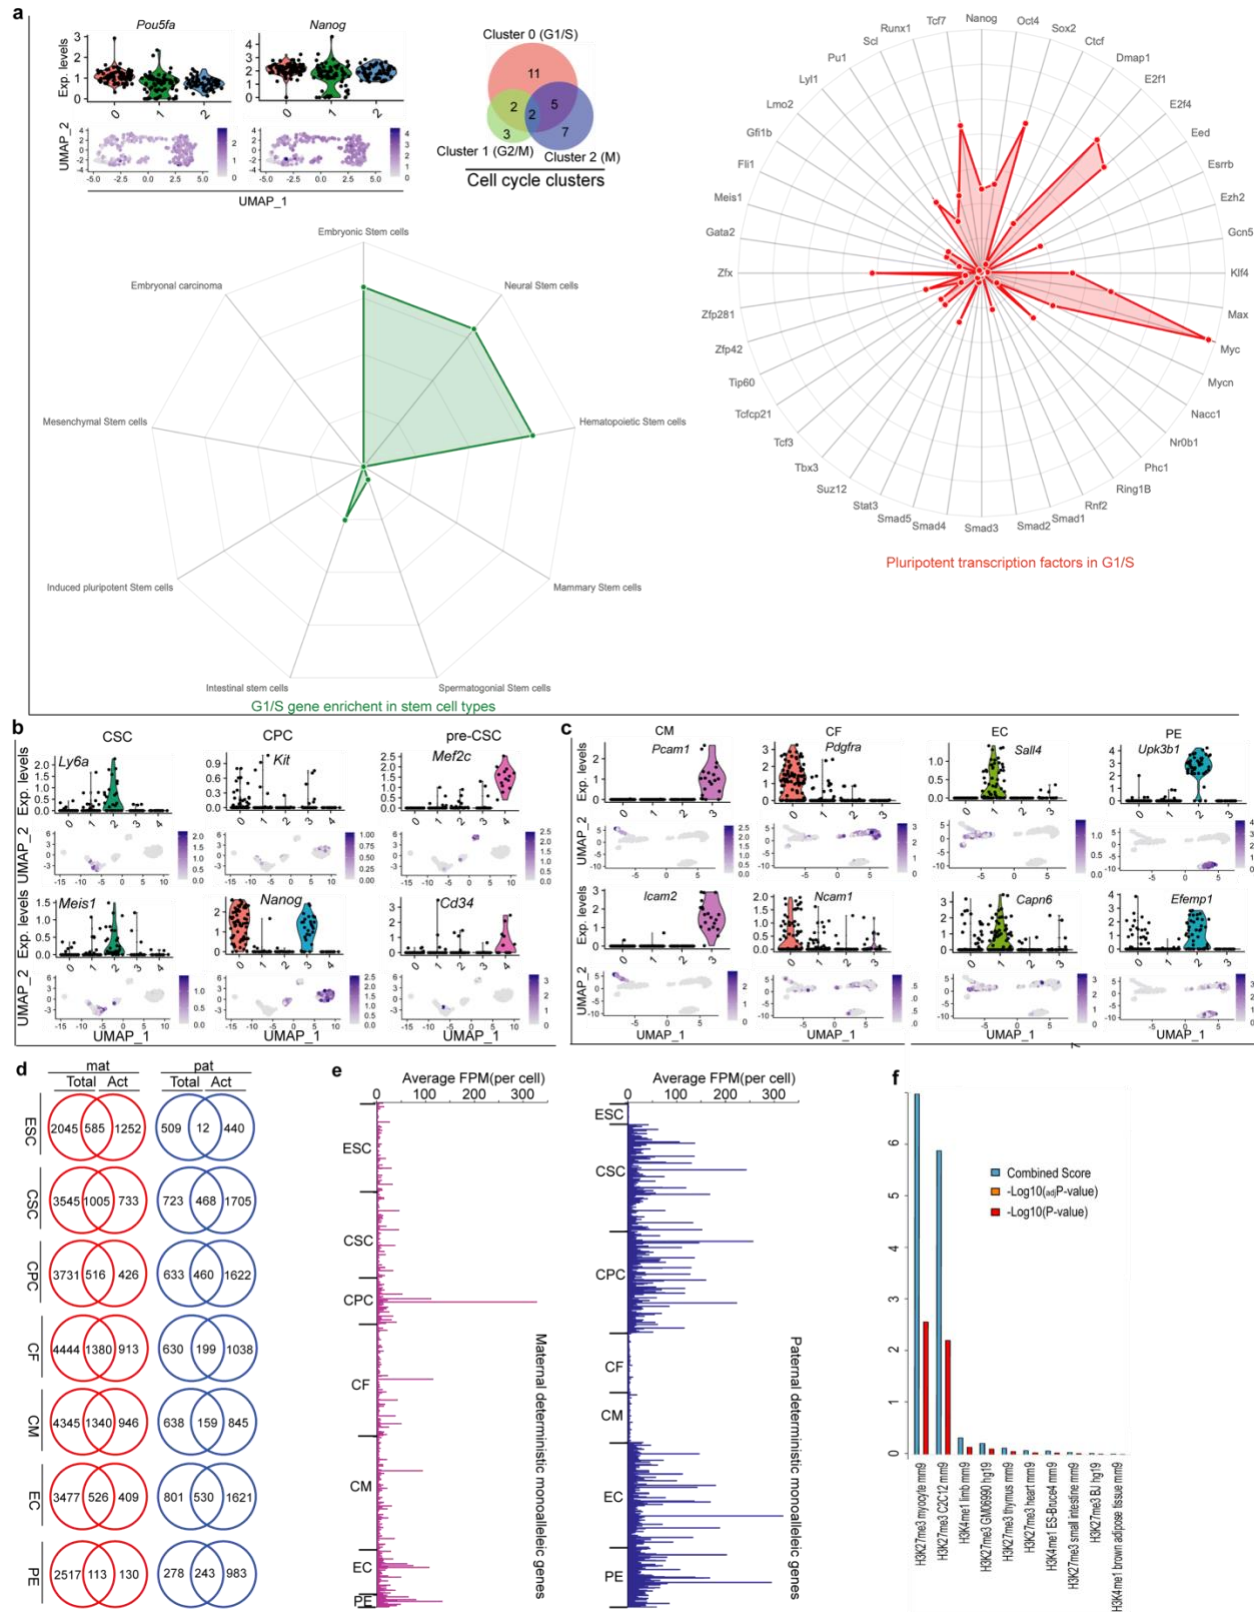

**Supplementary Fig. 2| Allele expression in cardiac cell types.** **a**, mESC cell clustering and cell cycle gene enrichment analysis. Gene expression levels and UMAP plots show high enrichment of *Pou5fa* and *Nanog* in three mESC clusters. Cell cycle transcriptomic analysis project the three cell clusters from three cell cycle stages: Cluster 0: G1/S, Cluster 1: G2/M, Cluster 2: M. Radar-plot showing the gene enrichment in different stem cell types (bottom-left) and key pluripotent transcription factor enrichment in G1/S cluster (bottom-right). **b**, Cell type specific gene enrichment and gene clustering (UMAP-cluster graphs) for CSC, CPC and pre-CSC cells from CPCCs cultures. **c**, Cell type specific gene enrichment and gene clustering (UMAP) for CF, CM, EC and PE in cells from CBs. **d**, Multiple Venn diagram showing the number of genes in two transcript categories, mature (Total) transcripts and nascent (Act) transcripts, for seven cell types studied. Except in mESCs and CMs, the actively expressed number of pat-mono genes is greater than the number of mat-mono actively transcribing genes. Mat-mono genes are lacking their nascent transcripts more often than pat-mono genes. **e**, Average (Fragment Per Million-FPM) maternal and paternal active gene expression for mESCs, CSCs, CPCs, CFs, CMs, ECs and PEs. Data point at the X- axis represent genes. In mESC, CFs and CMs, the transcription rates are higher in mat-mono genes and in CSCs, CPCs, ECs and PEs, the transcription rate is higher in pat-mono genes. **f**, Histone signatures of pat-mono genes. Histone marks enrichment plotted for Combined score,  $-\text{Log}_{10}(\text{adjP-value})$ ,  $-\text{Log}_{10}(\text{P-value})$ . The p-value is computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set. Combined score was computed by using the log of the P-value from the Fisher exact test and multiplying that by the z-score of the deviation from the expected rank. Benjamini-Hochberg method was used to correct the multiple hypothesis testing to compute the adjusted p-value.

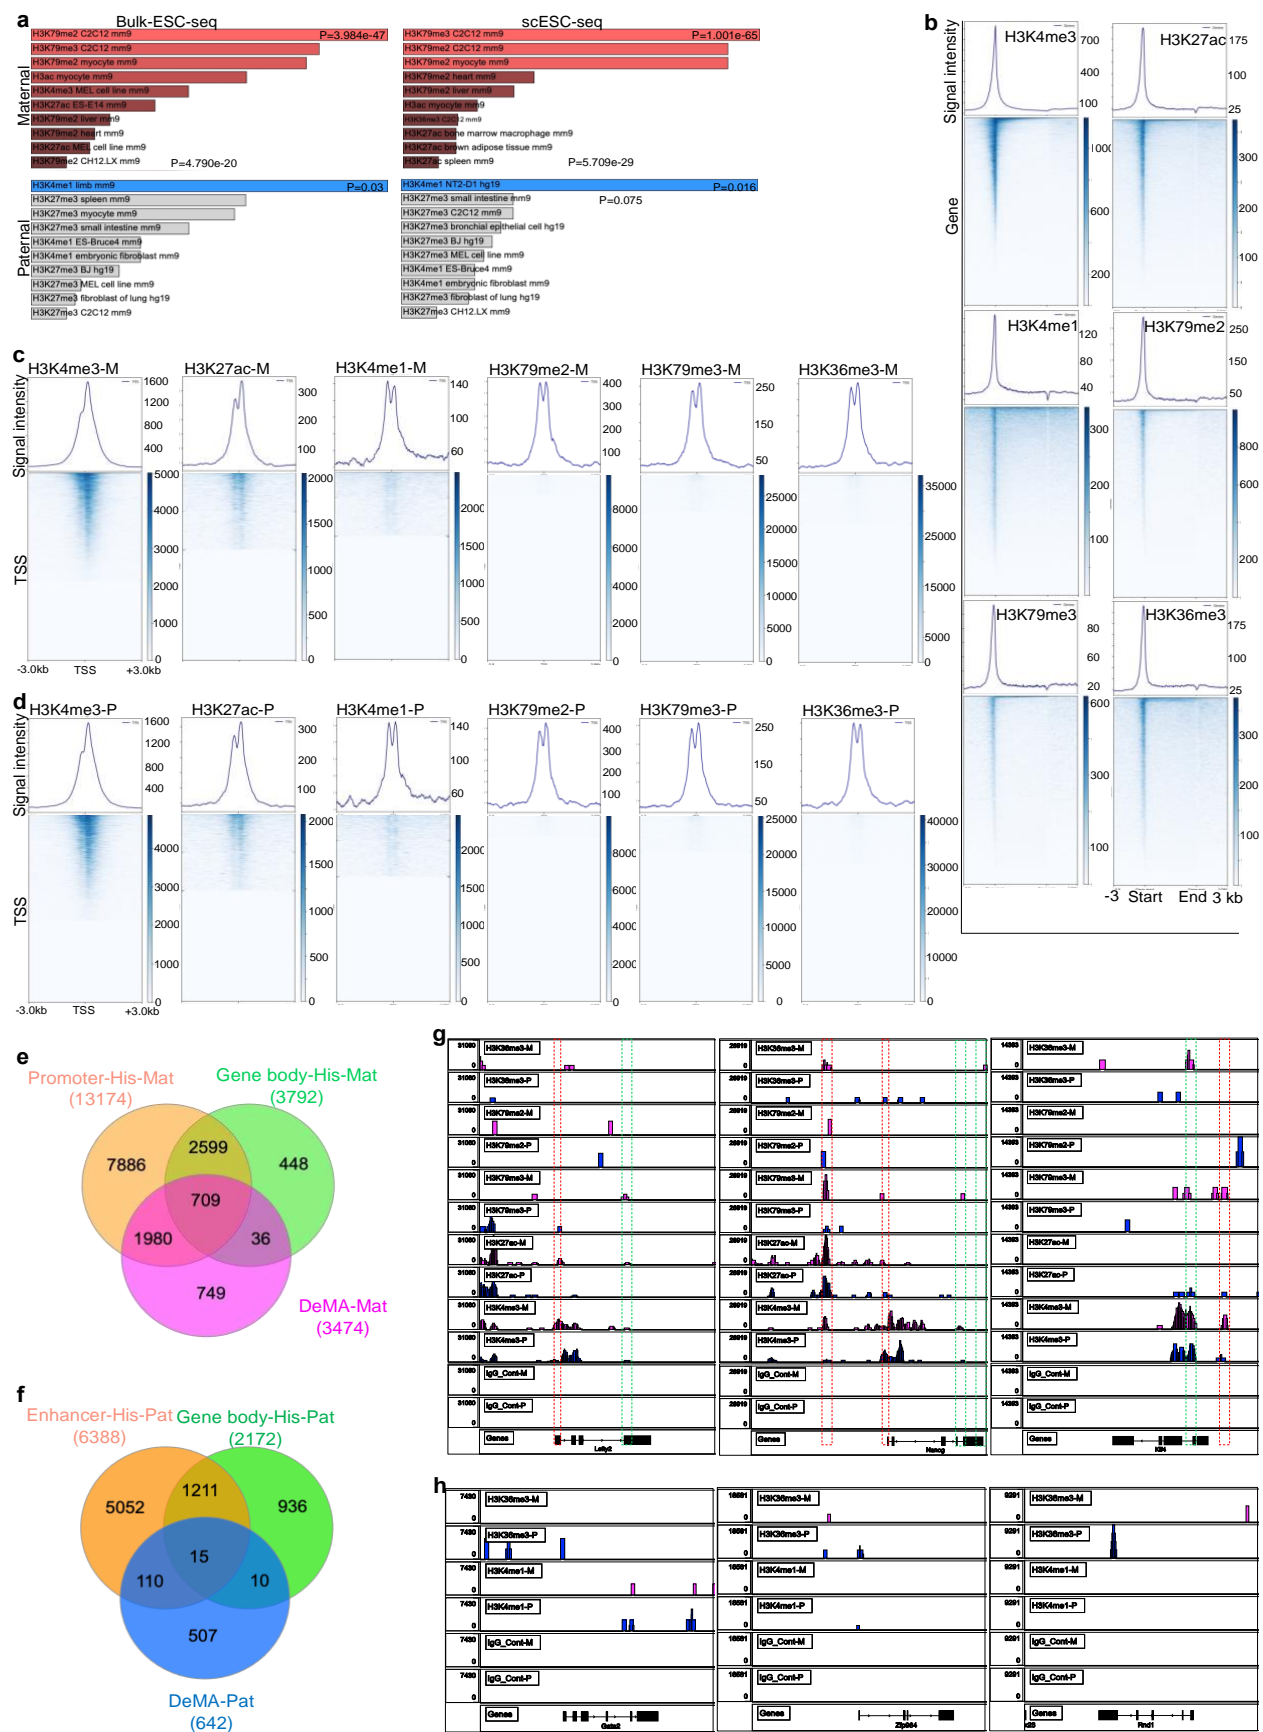

**Supplementary Fig. 3| Allele-specific differential epigenetic regulation of monoallelic genes.**

**a**, In-silico analysis of maternal and paternal DeMA genes in F1 mESCs bulk and scRNA-seq data using ENCODE histone data. For maternal genes the curated histone signatures are highly probabilistic, while for the paternal gene the probability of the histone marks curated are comparatively low  $p=0.03$  and  $p=0.09$ . The p-value is computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set.

**b**, Histone signatures' distribution throughout a hypothetical gene and intergenic regions. **c & d**, Allele specific histone association for the histone marks used in CUT&Tag assay (i-maternal and j-paternal). H3K4me3, a promoter signature indicating the presence of two peaks, a predominant one at the -TSS and a weak peak at the +TSS, most probably an indication of proximal promoters. H3K27ac and H3K4me1, enhancer signatures also indicate two peaks beside the TSS, which may also be associated with proximal enhancers at the region 5' of the TSS. Lower number of gene's 5' and 3' of TSS regions are marked by the H3K79me2, H3K79me3 and H3K36me3 exhibiting active gene promoter association, but the majority of the enrichment is widespread across the gene bodies. **e,f** Allele specific histone signatures in F1 mESCs from CUT&Tag assay compared with maternal and paternal DeMA genes. **e**, Histone signatures in promoters (H3Kme3, H3K27ac and H3K79me2) and gene bodies (H3K79me2, H3K79me3 and H3K36me3) of maternal allele comparison with maternal DeMA genes (DeMA-Mat) in RNA-seq data from bulk ESCs. From the total maternal DeMA genes, 78.4% of maternal DeMA genes are exclusively enriched in maternal allele histone signatures. **f**, In line with *in silico* predicted in ENCODE data (at the low probability  $p=0.03$ , compared to maternal genes), the paternal DeMA genes (DeMA-Pat) from bulk RNA-seq data from mESCs do not show higher correlation (21%) with enhancer (H3K4me1) or gene body (H3K36me3-form Fig. 2h) association in CUT&Tag data. **g**, Illustration of five allele-specific

histone associations in maternal DeMA genes in mESCs. *Nanog*, *Klf4* and *Lefty2*, known pluripotent associated genes. Red dotted lines indicate the enhancer/promoter regions and green dotted lines indicate the gene body region and histone association. For example, H3K4me3, H3K79me3 and H3K36me3 histone association in ~ +5 kb region of *Nanog* TSS in maternal allele is shown (*Nanog* is maternally expressed in our study model). **h**, In paternally expressed *Gata2*, *Zfp964* and *Rind1* genes, only the paternal alleles indicate the enhancer and gene body histone signatures. Source data are provided as a Source Data files.

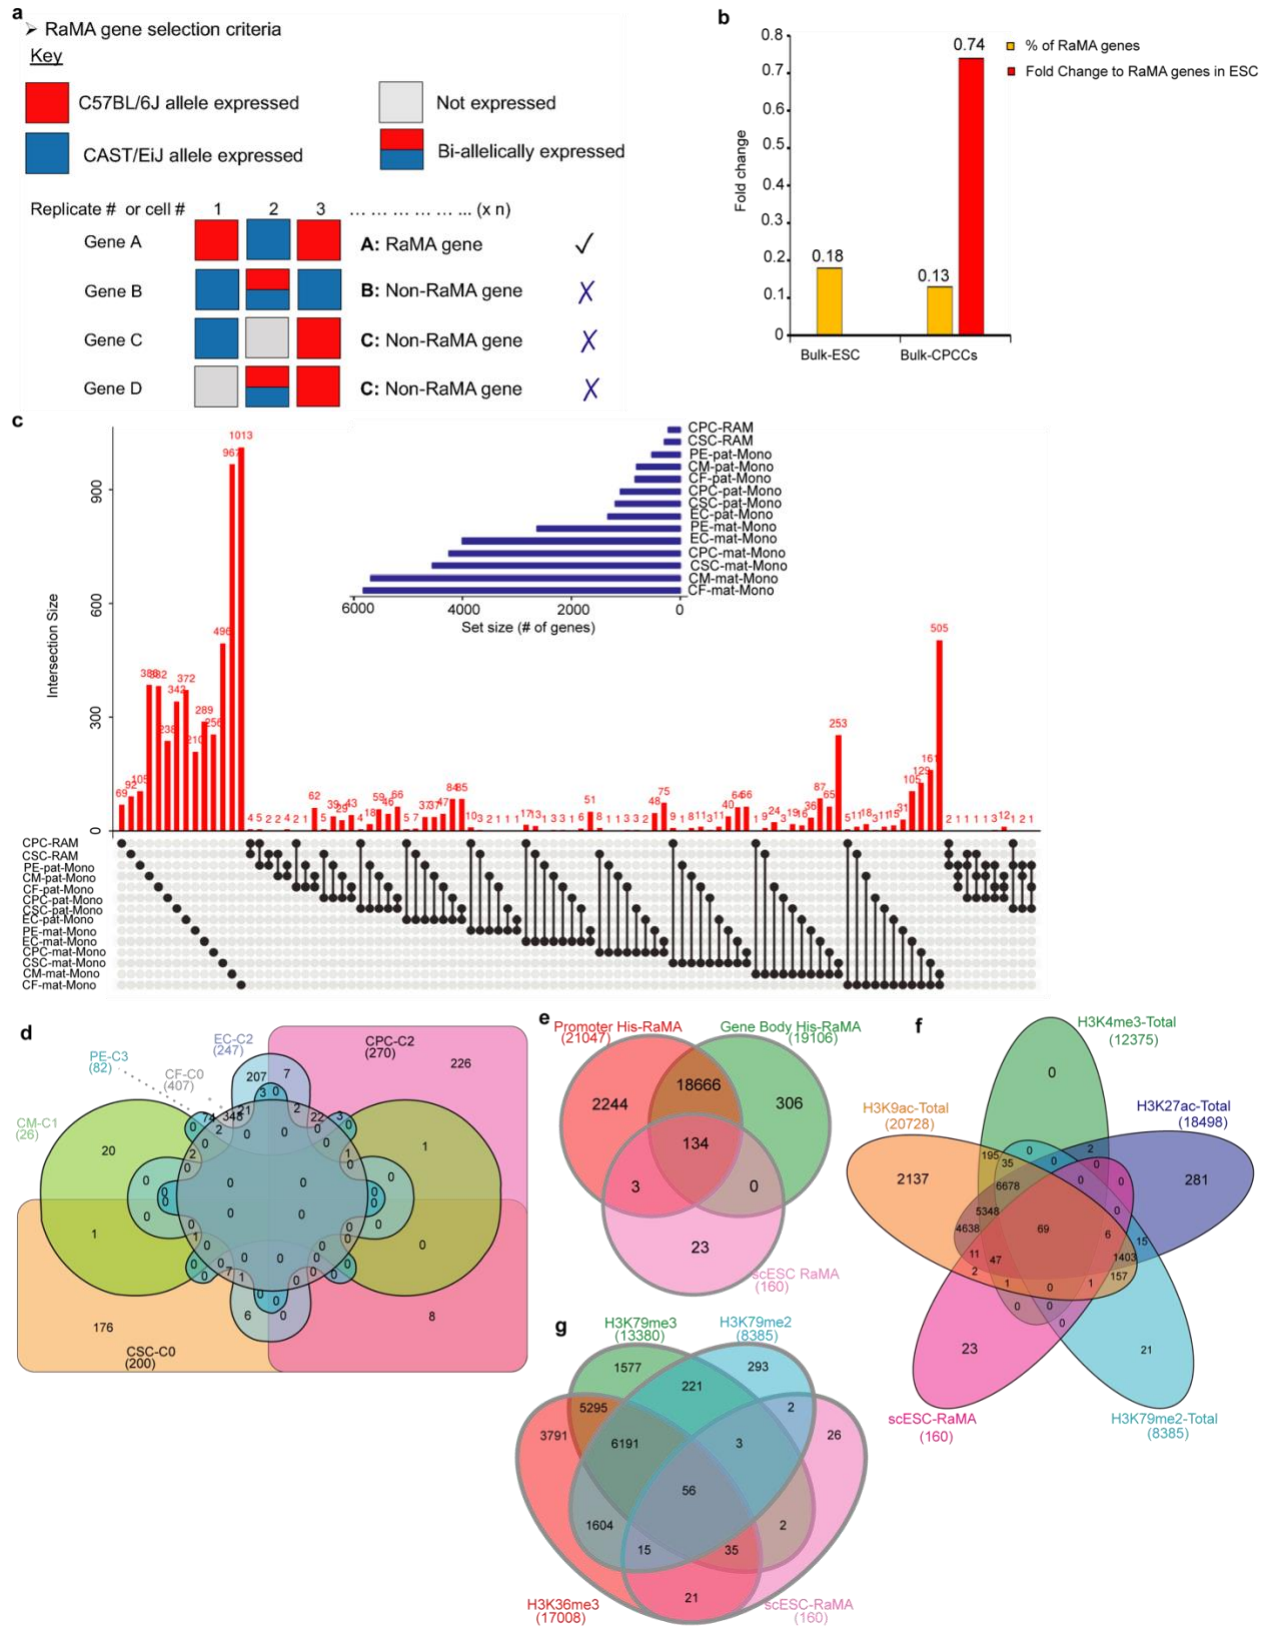

**Supplementary Fig. 4| RaMA genes exhibit lineage specificity and expression is regulated by distinct histone modifications of monoallelic genes.** **a**, Schematic of RaMA gene selection criteria. Genes fit into the selection criteria 'A' is considered as RaMA genes. **b**, Percentages and the fold changes of the expressed RaMA genes (bulk-RNA-seq). Percentages of the RaMA genes in each cells type were calculated over the total genes expressed and the fold change of the expressed RaMA genes in CPCCs was calculated over the RaMA genes from mESCs. **c**, UpSet diagram illustrating the intersects of unique and common RaMA genes in cardiac lineage cell types. RaMA genes are preferentially unique to cell types but shared less between cell types. **d**, Intersects between CSC and CPC RaMA genes and monoallelic genes of four cell types in CBs. Nodes show the intersected gene size and the lines connecting the nodes shows the cell types that are sharing the intersected genes. **e-g**, Assessment of RaMA gene's association with gene enriched for histone marks identified in CUT&Tag assay. 85.6% of RaMA genes (from mESCs scRNA-seq data) are associated with in-silico modeled histone signatures for promoters and gene bodies (**e**). Venn diagrams showing individual promoter histone signature (**f**) and gene body (**g**) association with RaMA genes.

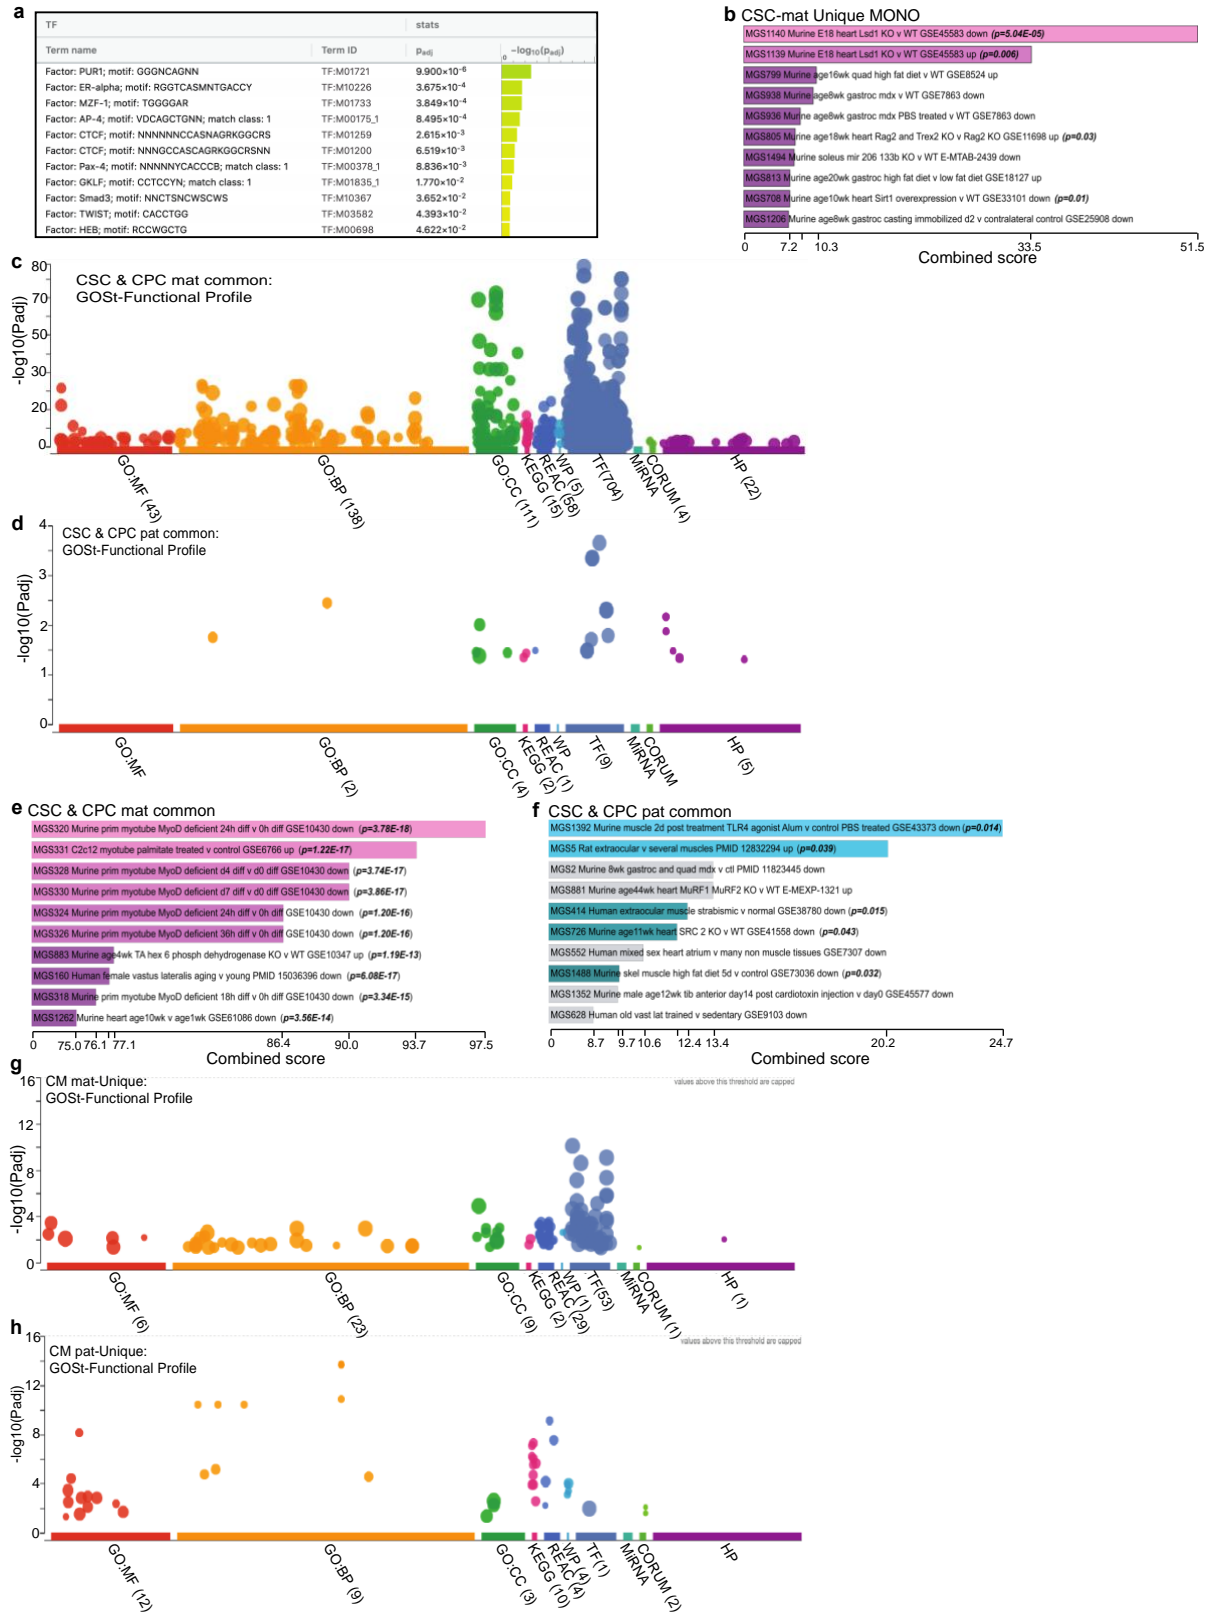

**Supplementary Fig. 5| Critical cardiac genes are DeMA. a,** Transcription factor binding motif enrichment of pat-mono genes in CPCs. GOST profiles shows only TF binding functional profiles for CPC mat-mono genes. **b,** Unique CSC maternal monoallelic genes enrichment in known cardiac muscle development gene sets. **c,d,** GOST functional profiles of CSCs' and CPCs, common mat-mono (**c**) and common pat-mono (**d**) genes. MF, BP, CC and TF shows significantly higher GOST profiles for mat-mono genes than pat-mono genes. **e,f,** Enrichment of CSCs, and CPCs, common mat-mono (**e**) and pat-mono (**f**) genes in SysMyo muscle data. Data indicates higher enrichment of common monoallelic genes in embryonic, neonatal and adult heart. **g,h,** Functional profiles of unique maternal and paternal monoallelic genes in CMs. Only one TF (TF:M08998) was enriched for 135 pat-mono genes. Statistical tests used in data analysis: In Fig. 4a, c, d, g, h, - The p-value is computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set. In Fig. 4b, e, f - Combined score was computed by using the log of the P-value from the Fisher exact test and multiplying that by the z-score of the deviation from the expected rank.

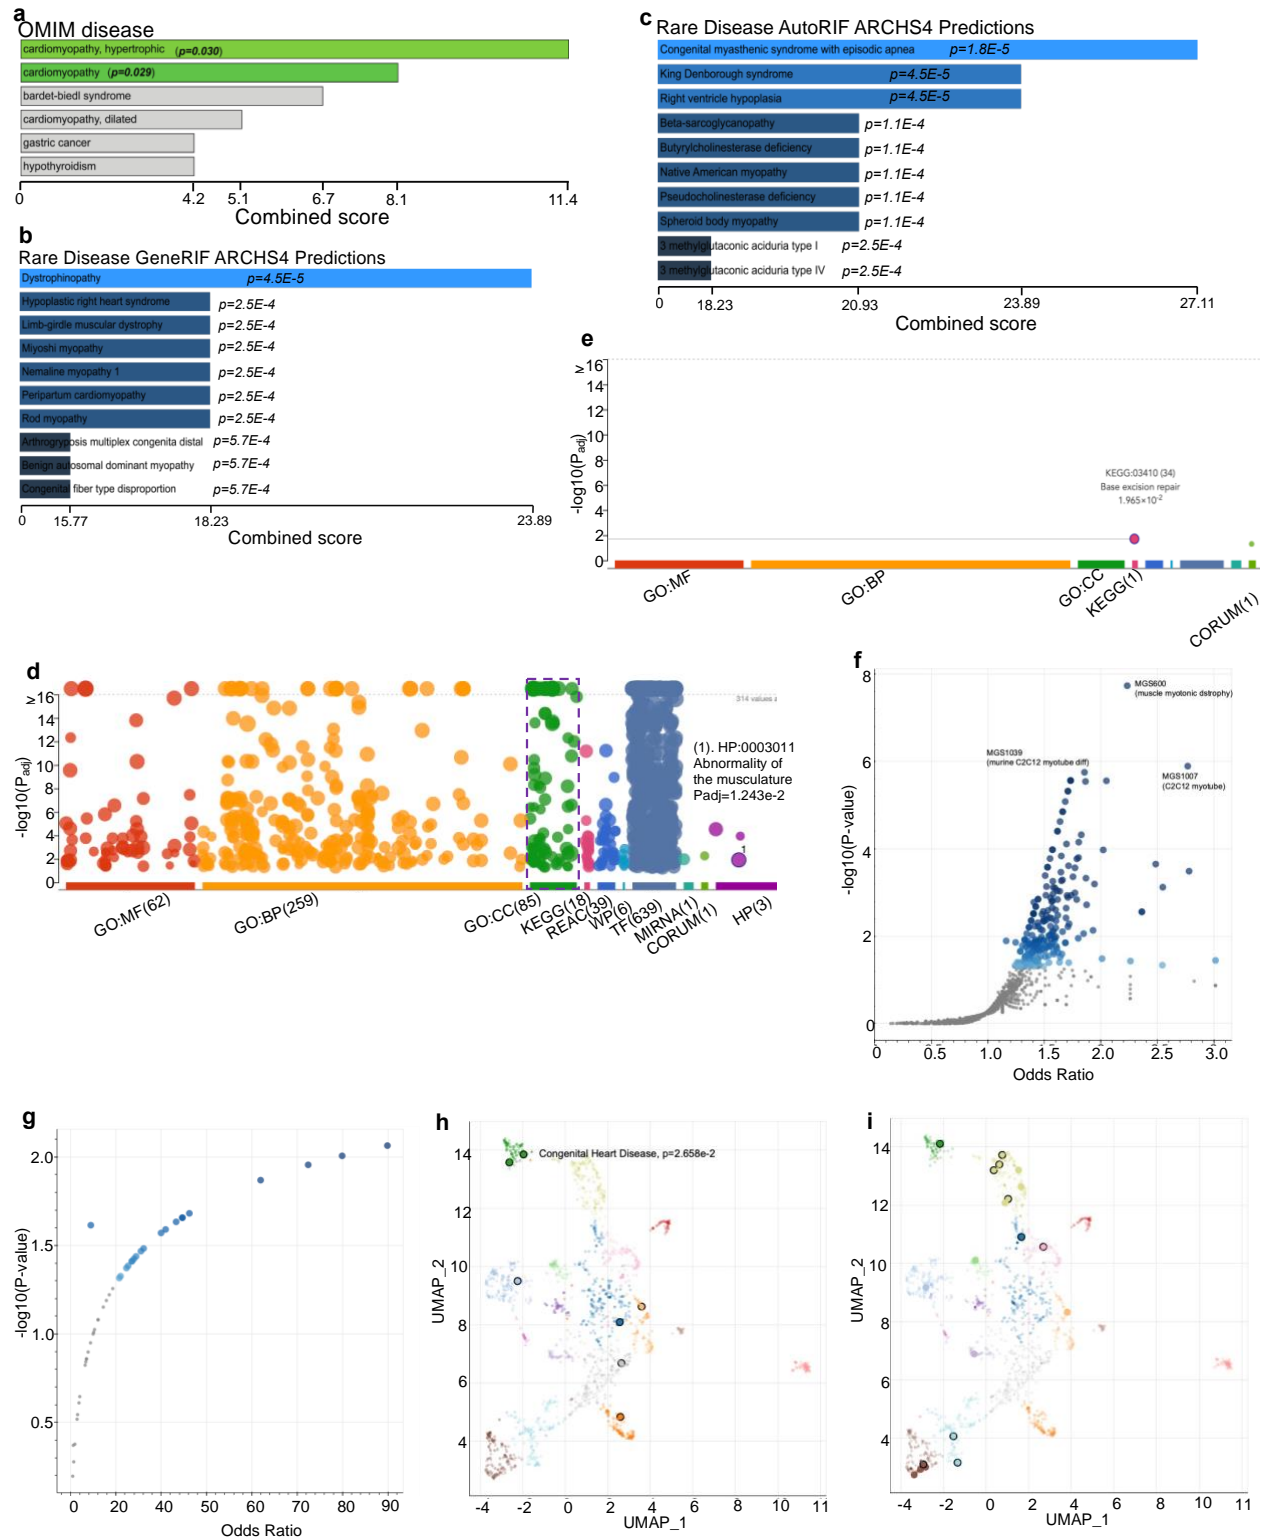

**Supplementary Fig. 6| RaMA and DeMA genes disease relevance in heart. a-c, CMs' mat-mono genes' involvement in different rare disease categories. Significant involvements were**

curated from OMIM disease, Rare disease. Bars represent combined scores. **d,e**, Functional profile analysis of DeMA and RaMA genes in CMs. DeMA genes exhibit broader functional profile (**d**) than the RaMA genes (**e**) and DeMA genes are included in 85 cellular component GO terms in which there are processes included for cardiac cell composition build. Among the total DeMA gene set 718 genes (out of 1201 query size) are included in the 'Abnormality of the musculature' human phenotypes. **f,g**, Volcano plot showing enrichment of total DeMA gene and RaMA genes in CMs in 'Sysmyo muscle data'. DeMA genes are significantly involved in cardiac cell composition related processes (**f**) while RaMA genes are involved in cellular housekeeping processes (**g**). **h,i** UMAP plots showing DeMA (**h**) and RaMA (**i**) gene's known clinical relevance. The gene sets were compiled with 'Jensen DISEASE', a clinical literature data mining algorithm. DeMA genes are significantly ( $p=2.658e-2$ ) enriched in clinical congenital heart disease. Statistical tests used in data analysis: In Fig. 6d, e, f, g, h, i - The p-value is computed from the Fisher exact test assuming binomial distribution and independence for probability of any gene belonging to any set. In Fig. 6a, b, c - Combined score was computed by using the log of the P-value from the Fisher exact test and multiplying that by the z-score of the deviation from the expected rank.

# Supplementary material for: Allele-specific differential regulation of monoallelically expressed autosomal genes in the cardiac lineage
**Source:** Nat Commun. 2022 Oct 10;13:5984. doi: 10.1038/s41467-022-33722-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of additional supplementary files**

### **Supplementary Data**

File Name: Supplementary Data 1

Description: Histone modification information for deterministic monoallelic genes.

File Name: Supplementary Data 2

Description: Histone modification information for the random autosomal monoallelic genes.

File Name: Supplementary Data 3

Description: GOST analysis of deterministic monoallelic genes.

File Name: Supplementary Data 4

Description: Deterministic monoallelic gene sets and their correlation to SysMyo muscle data.

File Name: Supplementary Data 5

Description: GOST analysis of deterministic monoallelic genes in cardiomyocytes.

File Name: Supplementary Data 6

Description: GOST analysis of random autosomal monoallelic genes in cardiomyocytes.

File Name: Supplementary Data 7

Description: Clinical relevance of deterministic monoallelic genes in cardiomyocytes.

File Name: Supplementary Data 8

Description: Clinical relevance of random autosomal monoallelic genes in cardiomyocytes.

### **Supplementary Movie**

File Name: Supplementary Movie 1

Description: Rhythmically beating cardiac body

### **Source Data**

File Name: Source Data 1

Description: Maternally expressed total DeMA genes in bulk-ESCs

File Name: Source Data 2

Description: Paternally expressed total DeMA genes in bulk-ESCs

File Name: Source Data 3

Description: Maternally actively transcribing DeMA genes in bulk-ESCs

File Name: Source Data 4

Description: Paternally actively transcribing DeMA genes in bulk-ESCs

File Name: Source Data 5

Description: Maternally expressed total DeMA genes in bulk-CPCCs

File Name: Source Data 6

Description: Paternally expressed total DeMA genes in bulk-CPCCs

File Name: Source Data 7

Description: Maternally actively transcribing DeMA genes in bulk-CPCCs

File Name: Source Data 8

Description: Paternally actively transcribing DeMA genes in bulk-CPCCs

File Name: Source Data 9

Description: Maternally expressed total DeMA genes in scESCs

File Name: Source Data 10

Description: Paternally expressed total DeMA genes in scESCs

File Name: Source Data 11

Description: Maternally actively transcribing DeMA genes in scESCs

File Name: Source Data 12

Description: Paternally actively transcribing DeMA genes in scESCs

File Name: Source Data 13

Description: Maternally expressed total DeMA genes in scCSC

File Name: Source Data 14

Description: Paternally expressed total DeMA genes in scCSC

File Name: Source Data 15

Description: Maternally actively transcribing DeMA genes in scCSC

File Name: Source Data 16

Description: Paternally actively transcribing DeMA genes in scCSC

File Name: Source Data 17

Description: Maternally expressed total DeMA genes in scCPC

File Name: Source Data 18

Description: Paternally expressed total DeMA genes in scCPC

File Name: Source Data 19

Description: Maternally actively transcribing DeMA genes in scCPC

File Name: Source Data 20

Description: Paternally actively transcribing DeMA genes in scCPC

File Name: Source Data 21

Description: Maternally expressed total DeMA genes in scCF

File Name: Source Data 22

Description: Paternally expressed total DeMA genes in scCF

File Name: Source Data 23

Description: Maternally actively transcribing DeMA genes in scCF

File Name: Source Data 24

Description: Paternally actively transcribing DeMA genes in scCF

File Name: Source Data 25

Description: Maternally expressed total DeMA genes in scCM

File Name: Source Data 26

Description: Paternally expressed total DeMA genes in scCM

File Name: Source Data 27

Description: Maternally actively transcribing DeMA genes in scCM

File Name: Source Data 28

Description: Paternally actively transcribing DeMA genes in scCM

File Name: Source Data 29

Description: Maternally expressed total DeMA genes in scPE

File Name: Source Data 30

Description: Paternally expressed total DeMA genes in scPE

File Name: Source Data 31

Description: Maternally actively transcribing DeMA genes in scPE

File Name: Source Data 32

Description: Paternally actively transcribing DeMA genes in scPE

File Name: Source Data 33

Description: Maternally expressed total DeMA genes in scEC

File Name: Source Data 34

Description: Paternally expressed total DeMA genes in scEC

File Name: Source Data 35

Description: Maternally actively transcribing DeMA genes in scEC

File Name: Source Data 36

Description: Paternally actively transcribing DeMA genes in scEC

File Name: Source Data 37

Description: RaMA genes expressed in Bulk-ESC

File Name: Source Data 38

Description: RaMA genes expressed in Bulk-CPCCs

File Name: Source Data 39

Description: RaMA genes expressed in scESC

File Name: Source Data 40

Description: RaMA genes expressed in scCSC

File Name: Source Data 41

Description: RaMA genes expressed in scCPC

File Name: Source Data 42

v: RaMA genes expressed in scCF

File Name: Source Data 43

Description: RaMA genes expressed in scCM

File Name: Source Data 44

Description: RaMA genes expressed in scEC

File Name: Source Data 45

Description: RaMA genes expressed in scPE

File Name: Source Data 46

Description: H3K4me1 associated with maternal alleles in ESCs

File Name: Source Data 47

Description: H3K4me1 associated with paternal alleles in ESCs

File Name: Source Data 48

Description: H3K4me3 associated with maternal alleles in ESCs

File Name: Source Data 49

Description: H3K4me3 associated with paternal alleles in ESCs

File Name: Source Data 50

Description: H3K27ac associated with maternal alleles in ESCs

File Name: Source Data 51

Description: H3K27ac associated with paternal alleles in ESCs

File Name: Source Data 52

Description: H3K36me3 associated with maternal alleles in ESCs

File Name: Source Data 53

Description: H3K36me3 associated with paternal alleles in ESCs

File Name: Source Data 54

Description: H3K79me2 associated with maternal alleles in ESCs

File Name: Source Data 55

Description: H3K79me2 associated with paternal alleles in ESCs

File Name: Source Data 56

Description: H3K79me3 associated with maternal alleles in ESCs

File Name: Source Data 57

Description: H3K79me3 associated with paternal alleles in ESCs

# Supplementary material for: Allele-specific differential regulation of monoallelically expressed autosomal genes in the cardiac lineage
**Source:** Nat Commun. 2022 Oct 10;13:5984. doi: 10.1038/s41467-022-33722-x
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Single cell RNA sequencing data was collected using Fluidigm® C1™ Single-Cell Auto Prep System (Fluidigm). Agilent 2100 bioanalyzer (Agilent). Illumina HiSeq2500 – V4 flow cell platform (Illumina) for scRNA-Seq. Illumina NextSeq mid output flowcell for Bulk-RNA-seq. qRT-PCR data was collected using QuantStudio3 Real-Time PCR System (ThermoFisher).                                                                                                                                                   |
| Data analysis   | Partek® Flow® software (Partek®). ASAP v1 software suite. Seurat 3.1.0 (SeuratV3). Nucleic Acid Sequence Analysis Resource (NASQAR). StemChecker web-portal. Circa software. Methyloic and epigenomic analysis (MEA) pipeline. SeqMonk bio-informatics web-portal. DeSeq2 (version 1.24.0). InteractiVenn. Intervene shinyApp. GraphPad PRISM (version 7.04). Ensembl BioMart data mining tool. g:Profiler (version e102_eg49_p15_7a9b4d6). Enricher web-portal. Microsoft Office 2011. Adobe Illustrator 2020. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All NGS raw data and processed files generated and used in this study have been uploaded to GEO (GSE173403). Eight Supplementary Data Files, one supplementary Movie file and 57 source data files are submitted with the manuscript. In allele specific gene count tables each cell has two columns, each for

C57BL/6J and CAST/EiJ strains. In the column headings File=cell, number=cell number and B for C57BL/6J and C for CAST/EiJ. For example: File5B means C57BL/6J alleles in 5th cell and File5C means CAST/EiJ alleles in 5th cell. The publicly available data used in this study are; GSM2405897, GSE152103 and GSE80810.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Three single clones derived from three male F1 mESC lines derived from three blastocysts derived from C57BL/6J female mouse crossed with CAST/EiJ male mouse were used at each experiment point. We did not apply statistical methods to predetermine sample size and followed the general standard practice in the field. |
| Data exclusions | We did not exclude data.                                                                                                                                                                                                                                                                                                   |
| Replication     | We used three biological replicates at each experiment point (one technical replicates per each clone for three clone derived from three blastocysts). All the replicates were successful.                                                                                                                                 |
| Randomization   | We did not include live animals, human subjects or conditions (genetic modifications or screening approaches) in this study therefore randomization was not relevant in this study.                                                                                                                                        |
| Blinding        | We did not include live animals, human subjects or conditions (genetic modifications or screening approaches) in this study therefore blinding was not relevant in this study.                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K36me3 (Active Motif - Cat. No.61102), H3K4me1 (Active Motif - Cat. No.39298), H2K27ac (Active Motif - Cat. No.39134), H3K4me3 (Active Motif - Cat. No.39160), H3K79me2 (Active Motif - Cat. No.39144), H3K79me3 (Novus Biologicals - Cat. No.NB21-1383SS). We used 1 microgram in 50 microliter dilution for primary antibodies. 1:100 dilution was used for secondary antibody.                                     |
| Validation      | All antibodies are commercially available, and have been validated either by Western blotting, ChIP assay and previously published CUT&Tag assays. Active Motif antibodies have been validated for CUT&Tag using Active Motif's CUT&Tag-IT™ Assay Kit, Catalog No. 53160. H3K79me3 antibody was raised against epitop surrounding Arginine 8 human histone H3.2 same as in mouse. Tested for ChIP assay in human cells. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                             |
|---------------------|-------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | Male F1 mESC lines were generated at the Gene Targeting Core Facility at the Cold Spring Harbor Laboratory. |
|---------------------|-------------------------------------------------------------------------------------------------------------|

|                                                                      |                                                                                                                                                                                  |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | Male F1 mESC lines were authenticated by immunofluorescent staining for Pouf51, Nanog and Sox2 and further validated by bulk and scRNA-seq data.                                 |
| Mycoplasma contamination                                             | Cells are regularly tested for Mycoplasma contamination. Cell cultures used at all the time points were tested prior to the cell collection. Cells were negative for Mycoplasma. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study did not involve laboratory animals.                                                                                                      |
| Wild animals            | n/a                                                                                                                                                |
| Field-collected samples | n/a                                                                                                                                                |
| Ethics oversight        | No ethical approval or guidance was required. We obtained the mESC lines from Cold Spring Harbor Laboratory (CSHL) Gene Targeting Shared Resource. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                            |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | CUT&Tag assay: <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173403">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173403</a>                                                                     |
| Files in database submission                                       | Embryonic Stem Cells - H3K36me3<br>Embryonic Stem Cells - H3K4me1<br>Embryonic Stem Cells - H3K79me2<br>Embryonic Stem Cells - H3K79me3<br>Embryonic Stem Cells - H3K27ac<br>Embryonic Stem Cells - H3K4me3<br>IgG control |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | n/a                                                                                                                                                                                                                        |

### Methodology

|                         |                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Samples from three biological replicates were pooled to generate each data set.                                                                             |
| Sequencing depth        | All Experiments were paired-end (300bp). Sequencing depths and sampling is reported in the manuscript.                                                      |
| Antibodies              | All antibodies used are provided with their catalog numbers and vendors in the Methods section.                                                             |
| Peak calling parameters | We used SEACR pipeline for CUT&Tag peak calling embedded in Basepair (Version 3.2.7) web portal. Default peak calling parameters were used with no changes. |
| Data quality            | For each data set, data quality assessment was performed using CUT&Tag QC pipeline embedded in Basepair (Version 3.2.7) web portal.                         |
| Software                | CUT&Tag data was analyzed using Basepair (Version 3.2.7) web portal provided by Active Motif®.                                                              |

How the deposited data were processed for this re-analysis (not part of the article)

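The data used here are bulk RNA-seq of F1 mESCs and of CPCCs, with 3 libraries of each. The authors made polyA-selected cDNA libraries and deposited estimated counts of reads per gene, not normalized and not split by allele, in 1 table per cell type. Between 17.9% and 21.5% of the values of a library are not whole numbers. The paper names the STAR aligner for its allele-specific bulk analysis and STAR in Partek Flow for single cells, and its text does not say which aligner and counter made these tables. Every gene of a table has at least 10 counts over its 3 libraries, so each table leaves out genes under that sum on its own. Gene positions are on GRCm38, and the end given for many genes is 1 base past the last.

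Which table belongs to which cell type was taken from the name of the table and from the labels, which give 3 samples per cell type. The columns carry no replicate numbers, so no library was matched to a replicate or to its parent clone. Library totals ranged from 6442639 to 6907330 counts in mESCs and from 8468819 to 11436062 in CPCCs. In 1 library, 3 counts equal between 0.298 and 0.464 CPM, and this was used as the floor. Bounds set the observed mean CPM of a gene against this floor. Neither the bounds nor the floor allow for counting error or for the spread between libraries. For a missing gene the bounds take 9 counts over the 3 libraries, while a sum that is not whole could lie between 9 and 10.

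Counts were rounded to whole numbers. Of the 16279 genes in either table, the 13001 in both were filtered with edgeR's filterByExpr, which removed 530. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization and library sizes over the shared genes, at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size over the square root of the F statistic. The design and the alternatives were fixed before the data were examined: DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter, at least 10 counts in every sample, a 2-fold threshold, library sizes over whole tables, and leaving out each library in turn. Added after the data were seen were tests over genes in either table with missing genes set to 0 or 3 counts, library totals without TMM, the principal components with their 2 gene sets, the sex genes, and the scale log2(normalized count + 0.5). A first look at the planned fit preceded the final runs, with the same settings.

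Genes named are those the paper names for the bulk samples or for an allele, the 3 genes of each other list with the largest change in the expected direction (the largest rise where no direction was set), and the 3 largest rises and falls past the threshold without overlap between the cell types. The lists were of markers plotted by the paper for mESCs and CPCCs, pluripotency, cardiac progenitor, neural, endoderm and mesenchymal genes, imprinted genes expressed from the maternal or the paternal allele, and genes the paper names for an allele, as imprinted, for qRT-PCR or otherwise. Of the genes the paper names, 4932435O22Rik, Esr1, Kif17 and Rind1 are in neither table. The list for an allele also holds Rlim and Rnd1, which the paper's text does not name.

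The fits were tested on simulated counts for 13001 genes with 200 changed by known folds. edgeR recovered 149 (74.5%), among them 131 of 132 changed at least 4-fold, and called 7 unchanged genes. DESeq2 recovered 157 and called 15 unchanged genes. In the data far more genes, 7656, passed the threshold. The simulation also gave every gene and both cell types the same dispersion. In the data the biological coefficient of variation was 19.0% in mESCs and 31.2% in CPCCs. The simulated rates of recovery and of false calls therefore do not carry over to the data. Figures were drawn with matplotlib in Python 3.11.15. Allele-specific expression, the single-cell data and the chromatin data were not analysed here. Lists of monoallelic genes from the paper's Source Data 2, 4, 6 and 8 were used only to compare their allele counts with the gene counts.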

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

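In this part, the tests of GC content and length, of library totals alone and of thinning were chosen after the fold changes of the lists, or the counts behind them, had been seen. GC and length values had not been seen for any of the lists.

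Genes of 3 lists of other cell types, which the paper does not discuss for the bulk samples, rose in CPCCs. Of 16 mesenchymal genes, 7 were tested and all 7 were higher at an adjusted p under 0.05 (edgeR, also adjusted over the list alone). Their median log2 fold change was 4.89, and 6.72 over 16 genes with the 9 genes listed only for CPCCs at their bounds. Of all counts, the list took 24275, 24834 and 18004 per 1000000 in S04, S05 and S06, against 1052, 1106 and 1275 in S01, S02 and S03. In mESCs, 5 of the 16 genes had at least 1 CPM. A trend on GC content and length was argued against, since the median was 4.85 after removing it. One wrong scaling factor per library would move all genes alike. On library totals alone, which do not centre the genes, the median was 4.88 for the list (lower quartile 3.20). Over all genes tested it was 0.031. A factor per library cannot produce this gap, which argues against scaling as the cause of the rise relative to other genes. Totals hold every library to the same sum, so a shift of all genes cannot be judged this way. Thinning the CPCC libraries to the mean mESC total left a median of 4.91. Random thinning keeps each gene's expected share of its library, so this cannot decide on deeper CPCC libraries as a cause. The design offers differentiation in CPCC medium as a biological explanation, which stays open and untested. Whether a cell type other than those the paper names brought these transcripts was not tested.

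Of 14 neural genes, 9 were tested, 7 higher and 1 lower in CPCCs at the threshold (also adjusted over the list alone). The median log2 fold change was 3.31, and 3.55 with 4 genes listed only for CPCCs at their bounds. Of the 14, 7 had at least 1 CPM in mESCs. The median was 3.13 after removing the GC and length trend. On library totals alone it was 3.28 (lower quartile 2.47, against a median of 0.031 over all genes tested). The first value argues against that trend as the whole cause. The gap to all genes argues, as above, against scaling as the cause of the rise relative to other genes only. After thinning the median was 3.30, which, as above, cannot decide on depth. *Pou3f2*, *Sox1* and *Nes* rose, and the list took 547, 677 and 707 counts per 1000000 in CPCCs. *Nes*, singled out here after its values were seen, made up 54.1%, 58.7% and 48.0% of these sums in S04, S05 and S06. A biological explanation by differentiation stays open and untested.

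Of 15 endoderm genes, 9 were tested and 8 were higher in CPCCs at the threshold, 0 lower. The median log2 fold change was 3.17, unchanged with bounds, and without the mESC library S03 it was 3.81. The list took 10565, 9288 and 7742 counts per 1000000 in CPCCs and at most 1298 in mESCs, where 7 genes had at least 1 CPM. *Sparc*, singled out after its values were seen, made up 74.6%, 76.8% and 74.7% of these sums in S04, S05 and S06. *Afp*, *Ttr* and *Apoa1* are in neither table. *Gata6* is in the cardiac progenitor list too. The median was 2.76 after removing the GC and length trend. On library totals alone it was 3.11 (lower quartile 2.71, against 0.031 for the median over all genes tested). The first value argues against that trend as the whole cause. The gap to all genes again argues against scaling only for the rise relative to other genes. After thinning the median was 3.17, which again cannot decide on depth. Differentiation stays open and untested here as well.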

How the results depend on the processing

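No call of the main setting had the opposite sign under any setting run. DESeq2 called 7896 genes, 7645 of them shared with edgeR's 7656. Upper-quartile normalization gave 7611, no filter 7617, at least 10 counts in every sample 6550, and library sizes over whole tables 7657. Among settings chosen after the data were seen, library totals without TMM gave 7507 genes, and genes listed in either table gave 8848 with missing genes at 0 counts and 9011 at 3 counts. The 2-fold threshold left 2430 genes lower in CPCCs, by its construction. Leaving out 1 library gave from 6536 (without the mESC library S01) to 7895 (without the CPCC library S04) genes.

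With missing genes at 0 counts, chosen after the data were seen, list medians on the log2 scale depend on the fill: 9.80 for the paper's CPCC markers, 4.13 for cardiac progenitor genes, 11.53 for mesenchymal genes, 0.98 for imprinted genes expressed from the maternal allele and 2.27 for the paper's qRT-PCR genes. With 3 counts, the cardiac progenitor, mesenchymal and qRT-PCR medians were 2.72, 6.59 and 2.18. With at least 10 counts in every sample, which tests fewer genes, they were 3.49 for mesenchymal and 2.34 for qRT-PCR genes. Leaving out 1 library gave from 2.81 to 3.81 for endoderm genes and from 0.74 to 0.98 for imprinted genes of the maternal allele. For the qRT-PCR genes it gave from 0.00113 (without the CPCC library S04) to 0.41 (without the mESC library S03), against 0.20 with all libraries. For the other genes the paper names it gave from -0.31 (without the mESC library S02) to -0.12, against -0.15. The cause was not tested.

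The first principal component held 94.9% of the variance over the 500 most variable genes, from 94.5% to 95.6% over that many genes when 1 library was left out, and 85.2% over all genes tested. Of 61 named genes fitted, 9 changed their call or sign under at least 1 setting, 8 of them when 1 library was left out. Of the 6 fits without 1 library, *Dnajc19* lost its call in 5 (largest adjusted p 0.139, without S03), *Opa3* in 4 (0.121, without S01), *Hsbp1l1* in 3 (0.094, without S03), *Kcnd3* in 3 (0.103, without S06) and *Ndufa10* in 2 (0.083, without S01), each fit having fewer samples. The 2-fold threshold removed *Dnajc19*, *Ndufa10*, *Ndufs1* and *Opa3* by its construction, since their changes are under 2-fold, and *Ndufs1* lost its call under no other setting. *Opa3* also lost it with missing genes at 3 counts. *Auh*, *Ddx3y* and *Smug1*, which do not pass the threshold, changed sign. Leaving out 1 library gave from -0.26 to 0.71 for *Auh*, from -0.036 to 1.37 for *Ddx3y* and from -0.000635 to 0.22 for *Smug1*, and *Auh* had -0.023 with missing genes at 3 counts. The cause of these changes of sign was not tested.

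No paired analysis was possible because the columns carry no replicate numbers. The planned replicate block and every planned result on allele counts were not run. Genes listed in 1 table have only bounds, because each table leaves out genes under 10 counts over its 3 libraries.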

Differences from the paper's values

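On the scale log2(normalized count + 0.5), the largest value of *Nanog* in an mESC library was 13.10, against the paper's 13.8 (legend of Supplementary Fig. 1c). With DESeq2's size factors it was 13.08, and from 12.73 to 13.15 when 1 library was left out. None of the alternatives set before the data were examined closed the gap. The scale itself was chosen after the values were seen. The paper's largest, smallest and median values of 6 marker genes were compared on this scale, except those of *Mef2c* and *Sox9* in mESCs. Of these 30 values, 28 lay within 0.02 of those with DESeq2's size factors, and 15 with TMM. Quartiles were not compared. The exceptions with DESeq2 were the largest and the smallest value of *Nanog* in mESCs. The paper's smallest value, 12.98, lies above its median of 12.68, which no set of values allows, and equals the upper quartile it prints. The smallest here was 12.51. With DESeq2's size factors the median was 12.68, as in the paper. The legend's values for *Nanog* in mESCs thus cannot all be right, so its 13.8 cannot be taken as a difference in the data.

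The first principal component held 94.9% of the variance over the 500 most variable genes, a gene set chosen after the data were seen, against about 98% in Supplementary Fig. 1b, read by eye.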

Other observations

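In this part, the tests of leftover mESCs, of the depth or scaling of library S04, of the spread of Y-linked genes, and of the annotation behind the gene counts were chosen after the result had been seen.

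Of the 10 splits of the 6 libraries into groups of 3, 1 (the real one) gave 7656 genes at an adjusted p under 0.05, and the others gave 0, with 5 to 162 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 10% in any data.

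The CPCC table lists 15519 genes and the mESC table 13761. After thinning each CPCC library to the mean mESC total of 6714720 counts in 20 random draws, 15033 genes on average (15016 to 15055) still had at least 10 counts, which argues against depth as the whole cause. Differentiation stays open and was not tested.

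The pluripotency genes were still counted in CPCCs, at a median of 2.83%, 6.56% and 8.11% of the mESC level in S04, S05 and S06. If unchanged mESCs remained at 1 share per library, no abundant mESC gene could fall below that share. Among 737 genes with at least 2000 normalized counts in mESCs, the share at rank 10 from the bottom was 0.827%, 2.70% and 3.62%. Of the 20 pluripotency genes, 7 lay over 3 times that share in every CPCC library. This number depends on the limit. In 10 settings, all chosen after values had been seen, the limit was the share at rank 1, 2, 3, 5 or 10. Over all such genes, 16, 16, 16, 11 and 7 of the 20 lay over 3 times it, and over such genes outside the list 16, 16, 12, 10 and 3. Unchanged mESCs would also leave each list gene at the same share. The interquartile range of the log2 share over the list was 2.70, 1.91 and 1.53 in S04, S05 and S06, against at most 0.711, 0.604 and 0.656 in mESC libraries (each against the mean of the others) thinned to the median share of the list in 60 draws, at least 2.33 times as wide. This argues against unchanged mESCs as the whole cause. Leftover mESCs as part of it, and remaining expression in differentiating cells, stay open.

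The CPCC library S04 had lower pluripotency genes than S06, with a median log2 ratio of -2.04. On library totals alone, which do not centre the genes, the median was -2.32 for the list. Over the 4815 genes that do not differ between the cell types it was -0.236. A factor per library cannot produce this gap, which argues against depth or scaling as the cause of the fall relative to those genes. After removing a trend on GC content and length the list median was -1.91, which argues against that trend. Of 105 other mESC-specific genes, 56.2% rose in the order S04, S05, S06, against 15.3% of 999 genes that do not differ and 16.7% by chance. A candidate explanation is that more of the mESC programme was left in S05 and S06 than in S04. Whether this reflects the clones or the cultures was not tested.

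Y-linked genes differed between mESC libraries. The median ratio of the largest to the smallest library was 3.23 over 5 genes (those with at least 30 normalized counts, without *Erdr1*, filters chosen after the data were seen), against 1.44 in random sets of like expression, at percentile 100 of 10000 sets. It was also at percentile 100 over all 7 Y-linked genes listed. The spread of other genes thus argues against chance variation of this size, and no biological explanation was tested. A gain or loss of a whole chromosome was tested by the median deviation of each autosome from the group mean. Among mESC libraries it was largest for chromosome 8 in S03, at 0.17 on the log2 scale, under the limit of 0.2 set beforehand, and next largest among mESC libraries for chromosome 8 in S01, at -0.09. In CPCCs it was largest for chromosome 13 in S04, at 0.12. The mESC values argue against a gain of an autosome in all cells of 1 mESC library, while a gain in part of the cells stays open. The Y chromosome could not be judged this way, since it had 3 genes and the minimum was 50. Its median deviations in S01, S02 and S03 were 0.007, -0.39 and 0.38.

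The paper's Source Data list 646 pat-mono genes in mESCs and 719 in CPCCs. Of these, the gene count table of the same cells lists 154 (23.8%) and 131 (18.2%). Among the 285 so listed, 96 (33.7%) had more allele counts in the paper's list than gene counts. Of 441 genes listed in at least 1 table, 224 (50.8%) did, 128 of them missing from the table of the same cells. A missing gene was taken at 9 counts here, while a sum that is not whole could lie between 9 and 10. Whether the allele counts and gene counts are comparable is not known. Absence from the annotation cannot be told apart as the cause, since the genes tested are in the annotation by their choice, and for the 392 and 532 genes in neither table it was not tested. Of the 224, 83 (37.1%) are in the paper's lists of actively transcribed pat-mono genes, fewer than the 80% set beforehand for intronic reads as the cause. A gene outside those lists can still have intronic reads, so this cannot be told apart. No biological explanation was tested.

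The markers plotted by the paper had a median log2 fold change of -3.11 for mESCs (3 genes) and 5.25 for CPCCs (1 gene tested, 2 listed only for CPCCs). Imprinted genes expressed from the maternal allele had a median of 0.81 (20 tested, 10 higher and 3 lower), and 0.96 with bounds. Those expressed from the paternal allele had 1.41 (29 tested, 19 higher and 3 lower), and 1.43 with bounds. The list for genes the paper names for an allele had -2.68 (6 tested, 1 higher and 4 lower), and -2.42 with bounds. It includes *Rlim* and *Rnd1*, which the paper's text does not name, besides its *Rind1*, which neither table lists. The 1 higher gene was *Rlim* (2.45), and *Rnd1* (1.07) did not pass the threshold. The 4 lower genes, *Nanog*, *Lefty2*, *Klf4* and *Gata2*, are named by the paper. The genes it names as imprinted had 1.74 (8 tested, 5 higher and 1 lower). Its qRT-PCR genes had 0.20 (4 tested, 2 higher and 2 lower), and 1.13 with bounds. The other genes it names had -0.15 (10 tested, 2 higher and 4 lower). For all of these lists the counts adjusted over the list alone were the same.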
